# Transcriptional Regulation of the *Phenylalanine Ammonia-Lyase* (*PAL*) Gene Family in Mulberry Under Chitosan-Induced Stress

**DOI:** 10.3390/plants14172783

**Published:** 2025-09-05

**Authors:** Apidet Rakpenthai, Mutsumi Watanabe, Arunee Wongkaew, Sutkhet Nakasathien

**Keywords:** *phenylalanine ammonia-lyase* (*PAL*), transcription factors (TFs), transcription factor binding site, mulberry, phenylpropanoid metabolism

## Abstract

Regulation of the phenylpropanoid pathway is critical for plant development and defense. This research investigates the transcriptional control of six *Phenylalanine Ammonia-Lyase* (*PAL*) gene homologs identified in the mulberry genome. A comprehensive in silico pipeline was employed to analyze the promoter architecture of these genes. Using the MEME suite, we identified three statistically significant conserved motifs within the 2000 bp upstream region. Subsequent TF binding prediction with FootprintDB for these motifs implicated the TCP, NAC, AP2/ERF, B3, and BBR-BPC families as potential regulators. A parallel analysis with PlantRegMap highlighted a high density of binding sites for the BBR-BPC and AP2/ERF families in the core promoter regions. A comparative analysis showed a weak correlation between the databases, underscoring the necessity of a multi-faceted predictive approach. Transcriptomic profiling under chitosan-induced conditions validated our in silico framework, suggesting the involvement of these TF families. Specifically, the data support NAC083 as a putative transcriptional activator and suggest a repressive function for members of the AP2/ERF and BBR-BPC families, providing a robust, experimentally supported model of *PAL* regulation.

## 1. Introduction

Phenylalanine ammonia-lyase (PAL) serves as a crucial gateway enzyme in the phenylpropanoid pathway of *Morus notabilis*, catalyzing the initial step of converting phenylalanine to *trans*-cinnamic acid. This pathway is fundamental for the biosynthesis of diverse bioactive compounds, including betulin, morusin, kuwanon G, sanggenon, chalcones, and flavonoids, which exhibit significant pharmacological properties such as anti-inflammatory, antioxidant, and anticancer activities [1]. The phenylpropanoid pathway in *M. notabilis* is particularly notable for producing unique prenylflavonoids and stilbenes that have garnered attention for their therapeutic potential [2]. Recent metabolomic studies have revealed that PAL activity directly influences the accumulation of these valuable secondary metabolites in mulberry tissues [3].

Multiple environmental and biotic factors can dramatically alter *PAL* expression, serving as critical regulatory mechanisms for phenylpropanoid pathway activation. Among abiotic stresses, drought stress significantly enhances *PAL* gene expression, with studies showing up to four-fold increases compared to control conditions [4]. Salt stress elicits more complex responses, where some *PAL* isoforms are upregulated while others may be downregulated, as observed in *Lotus japonicus*, where salt treatment altered expression of several *PAL* isogenes [5]. Other abiotic stimuli, such as UV radiation and mechanical wounding, are also well-documented inducers of *PAL*, further underscoring the enzyme’s central role in the plant’s integrated response to diverse environmental challenges. In addition to these abiotic triggers, a range of biotic elicitors strongly influence *PAL* activity. Pathogen-associated molecules, including fungal cell wall components and bacterial factors, rapidly activate *PAL* expression as part of the plant’s defense response [6]. Chitosan treatment, in particular, emerges as a highly effective elicitor for enhancing *PAL* expression, with its effectiveness demonstrated across multiple plant families, including the Moraceae. For instance, in *Ficus religiosa*, chitosan nanoparticle formulations have been developed and tested, though specific *PAL* expression studies remain limited [7], while in *Artocarpus heterophyllus*, chitosan treatment has been shown to modulate secondary metabolite production pathways [8]. This broad sensitivity to abiotic and biotic cues highlights *PAL* as a central hub in stress responses and suggests that the controlled application of such elicitors could serve as a promising biotechnological strategy to enhance secondary metabolite yields in agricultural systems.

Transcription factors (TFs) play pivotal roles in regulating the phenylpropanoid pathway across various plant species. MYB TFs, particularly R2R3-MYBs, have been extensively studied for their regulatory functions in flavonoid biosynthesis in Arabidopsis and other model plants [9]. The AP2/ERF TF family has been shown to modulate stress responses and secondary metabolism, with several members directly affecting phenylpropanoid pathway genes [10]. BBR-BPC TFs have emerged as important regulators of plant development and metabolism, influencing the expression of key biosynthetic genes [11]. Additionally, Dof TFs have been implicated in the regulation of phenylpropanoid metabolism, particularly in response to environmental stresses [12]. Recent studies have demonstrated that these TFs often work in complex regulatory networks, sometimes forming feedback loops with other regulatory elements to fine-tune metabolite production [13]. The intricate interplay between different TF families highlights the complex control mechanisms governing secondary metabolism in plants [14].

While some progress has been made in understanding transcriptional regulation in *M. notabilis*, particularly regarding silk protein production and stress responses [15], research on the specific regulatory mechanisms controlling phenylpropanoid pathway genes remains limited. Recent studies have identified several TFs involved in flavonoid biosynthesis in mulberry, but their precise roles in regulating PAL and other key pathway enzymes are not fully understood [10]. The complexity of mulberry’s secondary metabolism and the diverse array of bioactive compounds produced suggest the involvement of multiple regulatory networks that are yet to be fully elucidated [12]. This knowledge gap represents a significant barrier to the targeted genetic improvement of mulberry for enhanced phytochemical production. Uncovering these regulatory factors is crucial, as it could enable the engineering of *M. notabilis* to overproduce specific high-value compounds for pharmaceutical applications and simultaneously bolster its resilience to environmental stressors, thereby transforming it into an efficient biochemical factory that aligns with the goals of sustainable agriculture.

To illuminate the transcriptional control of *PAL* genes in *M. notabilis*, this study initiates a focused investigation using a suite of bioinformatics tools. We will systematically analyze the promoter regions of mulberry *PAL* genes to identify putative regulatory elements and the transcription factors that may interact with them. By correlating these in silico findings with the actual expression patterns of *PAL* and candidate TFs under chitosan treatment, we seek to uncover the key players driving phenylpropanoid biosynthesis. This work provides the foundational evidence for a complex regulatory system, proposing specific TFs as critical activators or repressors that guide metabolic flux in response to external stimuli.

## 2. Results

### 2.1. A Map of Grouped TFs via Known Cis-Elements in PAL Promoter Regions

The *PAL* gene family, crucial for phenylpropanoid metabolism, was found to have multiple homologous genes in mulberry through genome-wide identification. 

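In the deposited table, 4 of the 6 *PAL* genes lie in a cluster on scaffold NW_010366042.1 of the *Morus notabilis* assembly ASM41409v2, between positions 309195 and 378858, a span of 69.7 kb. Phenylalanine ammonia-lyase removes ammonia from phenylalanine and gives cinnamic acid, the entry compound of the phenylpropanoid pathway. LOC21407112 runs from 309195 to 315408 and is described as a class 1 enzyme. LOC21407113 runs from 364643 to 368263 and has 2 annotated transcripts, whereas each of the other *PAL* genes has 1. The loci of LOC21407114 (370221 to 374882) and LOC21407115 (374751 to 378858) overlap by 132 bases, so that reads from the shared stretch could have been counted for either gene. LOC21384641 lies near the end of scaffold NW_010365776.1, from 577 to 4830, and LOC21409963 on scaffold NW_010358084.1, from 1175201 to 1177736. The table holds 1 further gene described as phenylalanine ammonia-lyase, LOC112094761, whose locus on scaffold NW_010380876.1 covers positions 6 to 377.

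**Figure D1:**
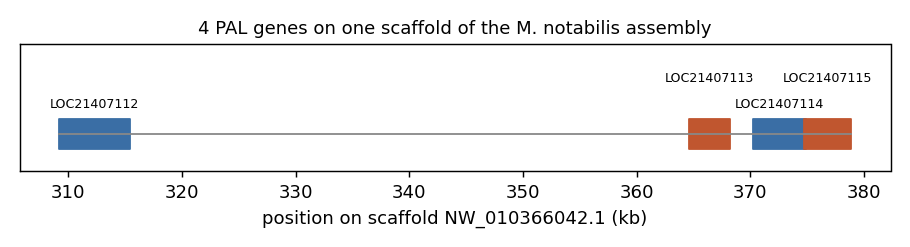
Map of the 4 *PAL* genes that share scaffold NW_010366042.1, with the position in kb on the horizontal axis. Each box is a gene's locus in the deposited table, drawn to scale, and the box colours alternate only to separate neighbouring genes. LOC21407114 and LOC21407115 touch, and LOC21407112 stands apart at 309195 to 315408.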

Our research identified 6 *PAL* genes in mulberry, expanding our understanding of this important enzyme family in a woody plant species. This analysis provides insights into the evolutionary history and potential functional diversity of *PAL* genes in mulberry.

To begin exploring the transcriptional regulation of *PAL* genes in mulberry, we utilized PlantRegMap to identify key TF families linked to known binding sites in mulberry. This tool, which leverages the FunTFBS algorithm, allowed us to explore the interaction between *cis*-elements and TFs, predicting transcription factor binding sites (TFBSs) by coupling TF binding affinities with evolutionary footprints across multiple plant species. The analysis is based on known motifs and annotated regulatory elements within the core promoter region, typically the conserved 200 bp upstream of the translation start site (ATG). The identified TF families included AP2/ERF, BBR-BPC, bHLH, C2H2, Dof, GATA, GRAS, HD-ZIP, MIKC_MADS, MYB, MYB-related, SBP, Trihelix, WOX, YABBY, and ZF-HD (Figure 1; Table S1). Notably, the *PAL* promoters exhibited an enrichment of binding sites for AP2/ERF and BBR-BPC TF families.

A remarkable aspect of our findings is the high frequency of BBR-BPC and Dof TFs in certain *PAL* gene homologs (Figure 1). For instance, LOC21407112 shows 21 occurrences of BBR-BPC binding sites, and LOC21407114 has 17 occurrences of Dof binding sites. This repetitive nature suggests potential mechanisms for enhanced or modulated gene expression responses. BBR-BPC TFs have been shown to play multifaceted roles in plant development, stress responses, and immunity [16]. Dof TFs, on the other hand, are known to be involved in various plant-specific processes, including phenylpropanoid metabolism [17]. The high frequency of these binding sites in *PAL* gene homologs suggests a potential for enhanced or modulated gene expression responses, which could be crucial for regulating phenolic compound synthesis during stress responses or developmental processes in mulberry. This finding contributes to our understanding of the complex regulatory mechanisms governing secondary metabolism in plants and opens up new avenues for research in mulberry and other species.

The heatmap displays the predicted binding frequencies of various TF families to six *PAL* gene promoters (LOC21384641, LOC21407112, LOC21407113, LOC21407114, LOC21407115, and LOC21409963) in mulberry, as analyzed through PlantRegMap. Values in cells indicate the number of occurrences, with color-coding where green represents higher frequencies and yellow represents lower frequencies. Empty cells indicate the absence of the corresponding transcription factor family in that locus.

### 2.2. Identifying Conserved Motifs in the Promoter Regions of PAL Genes

In the analysis of promoter sequences from six *PAL* genes in *Morus* homologs, three conserved motifs (A, B, and C) were identified within 2000 bp upstream of the translation start site using MEME suite 5.1.1. These motifs, ranging from 10 to 12 nucleotides in length, all exhibited E-values of ≤0.05, indicating their statistical significance. The consensus sequences and positions of these motifs within the *PAL* gene promoters are illustrated in the provided Figure 2 and Table 1. Motif A, represented by a red color with a consensus sequence of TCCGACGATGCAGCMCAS, shows a highly conserved TCC-rich sequence appearing predominantly on the positive strand (−343 to −1922 bp, E-values as low as 2.73 × 10^−12^) in all six analyzed *PAL* genes (LOC21384641, LOC21407112, LOC21407113, LOC21407114, LOC21407115, and LOC21409963). Motif B, depicted in blue, has a CAG-rich consensus sequence (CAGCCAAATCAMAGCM) present in five genes with positions varying from −32 to −1824 bp, while Motif C, shown in green, reveals a CT-rich pattern (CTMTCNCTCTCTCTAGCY) located between −71 and −816 bp in all six *PAL* genes. All three motifs demonstrate strong statistical significance across the sequences, with notably high levels of sequence preservation specifically observed in the promoter regions of LOC21407112 and LOC21407113, suggesting their potential role as important regulatory elements in these promoter regions.

Comprehensive depiction of promoter regions in mulberry homolog genes for *PAL*. The promoter regions shown span 2000 base pairs upstream of the translation start site (ATG). The diagrams highlight motifs A-C, consensus regions predicted from MEME, across various gene sequences. Three motif types are depicted using different colors: red (Motif A, sequence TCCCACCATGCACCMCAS), blue (Motif B, sequence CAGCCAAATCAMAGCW), and green (Motif C, sequence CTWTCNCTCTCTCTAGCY). The minus (−) symbol signifies that the motif is situated on the anti-sense strand of DNA.

The table is organized into columns representing three different motifs (A, B, and C), with each motif shown in both sequence logo format and nucleotide sequence. The sequence logos at the top of each motif column visualize the consensus sequences using colored letters, where the height of each letter represents its relative frequency at that position. These sequences include specific IUPAC-coded bases to represent nucleotide variations: ‘M’ (A/C), ‘N’ (A/C/G/T), ‘S’ (G/C), and ‘Y’ (T/C). For each identified motif, the analysis provides detailed information including the exact matching sequence in the *PAL* promoters, its position, strand orientation (either positive or negative), and the statistical significance of sequence similarity expressed as E-values from Blastp comparisons.

### 2.3. In Silico Exploration for TF Candidates in PAL Promoter Conserved Motifs

As a meta-database that integrates and curates high-quality, experimentally validated TFBS data from a multitude of primary public repositories such as JASPAR and UniPROBE, FootprintDB has demonstrated remarkable accuracy in predicting both plant and animal transcription factors (TFs) that interact with specific *cis*-regulatory sequences, showing strong correlation with experimental yeast one-hybrid (Y1H) results [18]. It particularly focuses on high-confidence, experimentally supported TFBS predictions, especially for known DNA-binding motifs. In the study by Rakpenthai et al. (2022) [19], FootprintDB successfully identified 14 candidate TFs involved in regulating *SDI* gene expression, including key factors like SLIM1, HYH, and GBF1, which were later experimentally validated through Y1H screens and electrophoretic mobility shift assays. Building on these successful applications, this powerful tool for predicting TFBSs was employed to identify potential TFs that may bind to motifs A-C in the promoters of six mulberry *PAL* promoters (Figure 3a; Table S2). For motif A, the analysis predicted binding sites for several TFs from the TCP family, including TCP1, TCP21, TCP22, AT2G45680, AT5G08330, AT5G51910, TCP19, TCP20, TCP7, and TCP9, all belonging to the TCP TF family. Motif B was associated with a diverse group of TFs, including ERF096, ERF1, ERF2, ERF5, and ERF1B from the AP2/ERF family, as well as DOF2.2 from the Dof family, and several NAC family members such as NAC060, NAC058, NAC046, and ANAC100. For motif C, the analysis identified potential binding sites for TFs from the AP2/ERF family (RAV2, TEM2, TEM1, EDF3), the B3 family (REM1), and the BBR-BPC family (BPC5, BPC3, BPC1). Additionally, FRS9 from the FRS family was also associated with motif C, while DOF2.2 from the Dof family was linked to Motif B. The identification of these less commonly studied families, alongside the well-established AP2/ERF and NAC TFs, suggests a multi-layered regulatory network. The involvement of Dof TFs is particularly interesting given their known roles in phenylpropanoid metabolism, and the presence of an FRS binding site points to potentially novel regulatory mechanisms governing *PAL* gene expression in mulberry. The Venn diagram illustrates the distribution of TFs across six mulberry *PAL* gene promoters: LOC21384641, LOC21409963, LOC21407112, LOC24107113, LOC24107114, and LOC24107115 (Figure 3b; Table S4). The distribution pattern reveals a high degree of specificity among the TFs, with LOC21384641 having the highest number of unique TFs (24, 50%), followed by LOC21409963 with 9 (19%) unique TFs. Interestingly, there are no TFs shared by all six promoters simultaneously, indicating a diverse regulatory landscape for these *PAL* genes.

### 2.4. Correlation Study of TFBS Predictions by PlantRegMap and FootprintDB in PAL Promoters

The scatter plot compares the counts of TF families between PlantRegMap and FootprintDB databases, potentially relating to the *PAL* gene promoter (Figure 4; Table S5). There appears to be a weak positive correlation (R^2^ = 0.043) between the two databases, as indicated by the upward-sloping red trend line. The AP2/ERF family stands out with the highest count in FootprintDB (10) and a moderate count in PlantRegMap (27), suggesting it may be a significant regulator of the *PAL* gene. Other notable TF families include TCP and NAC, which show high FootprintDB counts but lower PlantRegMap counts. The BRR_BPC family, conversely, has a high PlantRegMap count (62) but a lower FootprintDB count. This differential representation suggests that AP2/ERF binding sites are more consistently recognized across both databases, while BBR-BPC binding sites show database-specific recognition patterns. This distinct distribution pattern suggests that both families likely play different but complementary roles in *PAL* promoter regulation, with AP2/ERF showing consistent recognition across databases and BBR-BPC displaying database-specific prominence, particularly in PlantRegMap. This discrepancy in counts between databases for various TF families highlights the importance of considering multiple data sources when studying potential regulators of the *PAL* gene promoter, as each database may capture different aspects of TF binding potential. The weak correlation is an expected outcome, reflecting the orthogonal nature of the two platforms: PlantRegMap’s discovery-based approach relies on evolutionary conservation, while FootprintDB’s annotation-based method is constrained by the scope of existing experimental data. Using both tools provides a more robust analysis by combining broad, evolutionarily informed hypotheses with targeted, evidence-based predictions.

Scatter plot illustrating the comparative analysis of TF family counts between two databases. The x-axis represents counts from PlantRegMap (ranging from 0 to 60), while the y-axis shows counts from FootprintDB (ranging from 0 to 10). Each point on the plot represents a different TF family labeled with abbreviations such as TCP, NAC, B3, MYB, and others. A red regression line is drawn through the data points, and there is an R-squared value (R^2^ = 0.043).

### 2.5. Transcriptional Response of Candidate Regulators of PALs Under Conditions That Alter PAL Expression

Given that chitosan effectively triggers *PAL* expression across diverse plant families and has demonstrated particular efficacy in species closely related to mulberry within the Moraceae family [7,8], chitosan treatment in mulberry can similarly be expected to alter *PAL* expression. 

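Expression was measured by RNA sequencing of whole roots of *Morus* 'Sakonnakorn' cuttings. One group of 3 libraries came from cuttings treated for 14 days with 0.04% (*w*/*v*) chitosan, a polymer made by deacetylating chitin, in full-nutrient (FN) medium, and 3 libraries came from cuttings kept in FN medium. A further group of 3 libraries is labelled as grown without nitrogen, and the text of the paper does not describe it. The counts summed to 10660556, 9890587 and 11216618 in chitosan replicates 1 to 3, to 7264053, 17827065 and 8280194 in FN replicates 1 to 3, and to 16668236, 16946949 and 17520975 in the libraries without nitrogen. FN replicate 2 stood apart from its group in its depth and in its share of ribosomal RNA. It had 0.80% of its counts in ribosomal RNA against 2.83% and 3.22% in FN replicates 1 and 3 and 2.76% to 2.98% in the chitosan libraries. In the libraries without nitrogen that share was 0.63% to 1.42%. In expression across genes FN replicate 1 stood apart instead. It correlated at 0.872 and 0.908 with FN replicates 2 and 3, which correlated at 0.961 with each other.

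The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 2.1.0 to the *M. notabilis* genome ASM41409v2 and obtained raw counts for each transcript with StringTie 2.1.3b. The reads of one mulberry were therefore placed on the genome of another. The library kit keeps the strand, but the strand setting of the counting is not given in the sources used here. From these counts, the 31302 transcripts were summed to 24448 genes, and the 18816 genes with at least 10 counts over the chitosan and FN libraries were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Levels are given in CPM scaled by TMM over these 6 libraries. TMM left the median log2 fold change of all genes at -0.06, and scaling by library totals alone moved it to -0.33. The paper names 3 biological replicates for each group.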

RNA sequencing analysis from mulberry root revealed a significant upregulation of *PAL* gene expression in samples treated with chitosan compared to untreated controls, confirming the elicitor role of chitosan in activating plant defense pathways (Figure 5; Table S3). 

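4 of the 6 *PAL* genes had higher levels in every chitosan library than in every FN library, where chance alone would separate 10% of genes in either direction and 18.3% of all tested genes were separated. LOC21407114, the most abundant, was at 1199 ± 191 CPM (SD, n = 3) with chitosan and 543 ± 158 CPM (SD, n = 3) in FN medium. Its log2 fold change was 1.14 (standard error 0.32, adjusted p = 0.154 from edgeR). LOC21407115, which overlaps it, was at 460.5 ± 55.6 against 217 ± 82.6 CPM, a log2 fold change of 1.09 (standard error 0.33, adjusted p = 0.196 from edgeR). For LOC21407113 the levels were 369 ± 31.5 and 187 ± 40.1 CPM (log2 fold change 0.98, standard error 0.25, adjusted p = 0.120 from edgeR), and for LOC21407112 they were 264 ± 11.2 and 148 ± 23.6 CPM (log2 fold change 0.84, standard error 0.23, adjusted p = 0.143 from edgeR). The other 2 genes were near the limit of detection. LOC21384641 was at 0.864 ± 0.807 against 1.33 ± 1.13 CPM, with a log2 fold change of -0.59 (standard error 1.33) that turned to 0.33 without FN replicate 1, and LOC21409963 was at 2.08 ± 1.55 against 0.380 ± 0.412 CPM, with a log2 fold change of 2.31 (standard error 1.18) that ran from 0.67 to 3.51 over the alternatives.

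None of the 6 genes passed an adjusted p of 0.05 over all genes with edgeR, whereas 4 had an unadjusted p under 0.05 and the same 4 passed when adjusted over the list alone, with adjusted p-values of 0.0140 to 0.0165. DESeq2, which the submitters' processing notes name, called these 4 genes, with adjusted p-values of 0.00178 to 0.0264, and limma-voom called none. Over all alternatives the adjusted p of these 4 genes ran from 0.00178 to 0.595. Without FN replicate 1, LOC21407113 passed with edgeR at an adjusted p of 0.0440. In counts simulated at this depth and spread, edgeR recovered 33 of 100 genes changed 4-fold and 0 of 100 genes changed 2-fold. Only these genes of 18816 were changed there, drawn at random. The adjustment over all genes depends on that share, so the recovery does not measure the power for the *PAL* genes. From the higher *PAL* levels with chitosan (Figure 5), the paper concludes that chitosan acts as an elicitor that activates plant defense pathways.

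**Figure D2:**
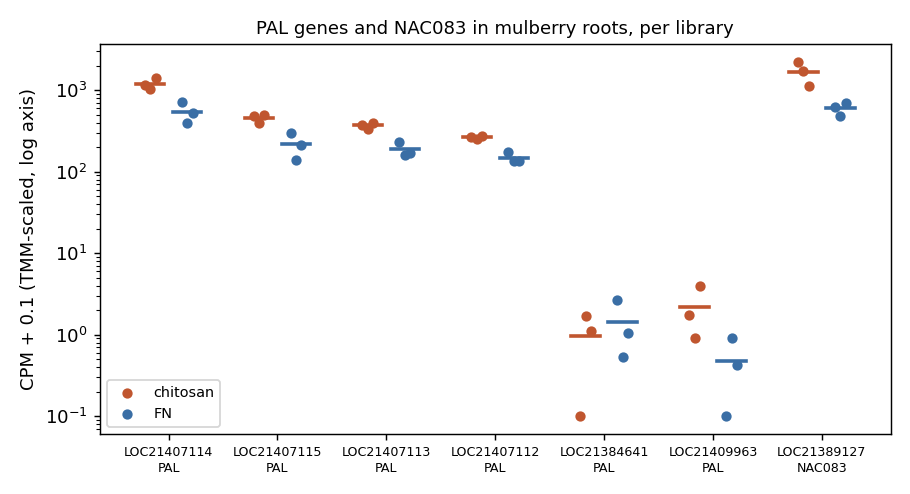
Levels of the 6 *PAL* genes and of *NAC083* in each library, in CPM scaled by TMM with 0.1 added, on a log axis. Points are single libraries, 3 with chitosan and 3 in FN medium for each gene, and horizontal lines are group means. For LOC21407112, LOC21407113, LOC21407114, LOC21407115 and *NAC083* all chitosan points lie above all FN points, whereas LOC21384641 and LOC21409963 overlap.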

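Beyond the *PAL* genes, 354 genes rose and 16 fell with chitosan at an adjusted p under 0.05 from edgeR, and 49 of these 370 have no described function. The 354 genes also had medians above the FN mean in the libraries without nitrogen, which received no chitosan by their labels. On the log2 scale these medians were 0.91, 2.05 and 0.29 in replicates 1 to 3. Part of this may come from the choice of the genes on the same FN libraries. Of 39 tested genes of jasmonate synthesis and signalling, 13 rose and 1 fell (18 and 3 when adjusted over the list alone). The list was drawn by patterns in the descriptions, and whether each member acts in jasmonate synthesis was not tested. It includes *allene oxide synthase 3* (LOC21409614), at 184 ± 10.1 CPM (SD, n = 3) against 32.4 ± 3.68 CPM (log2 fold change 2.51, standard error 0.22, adjusted p = 0.00826 from edgeR). *TIFY 5A* (LOC21404490), a JAZ-type repressor, was at 981 ± 301 against 129 ± 30.9 CPM (log2 fold change 2.93). The member that fell was *JAR1* (LOC21386318), which conjugates jasmonate to isoleucine, at 36.6 ± 3.71 against 113 ± 30.2 CPM. The camera test put this list upward (adjusted p = 2.04e-08), and its adjusted p = 0.446 with an estimated correlation. At its preset correlation of 0.01 between genes, camera also called 6 to 12 of 33 lists in splits that mix the chitosan and FN libraries. Among called genes with a mean of at least 50 counts and a known description, 3 nerolidol synthase genes, whose enzymes make a volatile sesquiterpene alcohol, had the highest fold changes. LOC21408693 was at 182 ± 86.2 against 9.07 ± 3.16 CPM, a fold change of 19.8, and LOC21385024 and LOC21408694 had fold changes of 19.3 and 19.2. None of these calls held without chitosan replicate 1, chitosan replicate 2 or FN replicate 3 (0 genes), and of the 14 calls in the jasmonate list 6 ended without chitosan replicate 3, that of *JAR1* among them (adjusted p = 0.0698 from edgeR), and 11 without FN replicate 2.

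Among flavonoid and stilbene genes, 4 of 58 rose and none fell (18 and 0 when adjusted over the list alone), 2 of them *chalcone synthase 2* genes, LOC21412237 and LOC21412880, with log2 fold changes of 1.81 and 1.63, and 1 a *flavonoid 3'-monooxygenase* (LOC21388201) with 2.52. A further *chalcone synthase 2* gene (LOC21411756), the member with the most counts, was at 4430.3 ± 974 against 2795 ± 1630 CPM (log2 fold change 0.66, adjusted p = 0.694 from edgeR). Camera gave this list an adjusted p of 7.95e-06, and an adjusted p = 0.446 with an estimated correlation. The *trans-resveratrol di-O-methyltransferase* gene (LOC21386345), named for an enzyme that makes pterostilbene from resveratrol, rose from 21.8 ± 13.9 to 307 ± 29.1 CPM. Of 16 genes listed by name under the enzymes directly after PAL, 2 rose (6 higher and 2 lower when adjusted over the list alone). Both are annotated as 4-coumarate-CoA ligase-like, LOC21389091 and LOC21407615, which does not show that they act in this step. The member with the most counts, *trans-cinnamate 4-monooxygenase* (LOC21401756), whose enzyme acts on the product of PAL, was at 1228 ± 105 against 1585 ± 528 CPM (log2 fold change -0.37, adjusted p = 0.788 from edgeR). Camera gave this list an adjusted p of 0.115, and of 0.0405 upward without chitosan replicate 2. None of 66 lignin genes passed, also when adjusted over the list alone. In the list of 7 genes described as phenylalanine ammonia-lyase none passed and 5 were higher when adjusted over the list alone, camera gave an adjusted p of 0.000372 and an adjusted p = 0.446 with an estimated correlation, and the member outside the 6 of the paper, LOC112094761, had a log2 fold change of 1.12 (standard error 0.26, adjusted p = 0.0875 from edgeR). With edgeR 0 genes passed without chitosan replicate 1, chitosan replicate 2 or FN replicate 3. Of the 4 flavonoid and stilbene calls, 3 ended without chitosan replicate 3, 4 without FN replicate 2 and 1 without FN replicate 1. Among the genes named, calls also ended for LOC21412237, LOC21412880 and LOC21389091 without chitosan replicate 3 (adjusted p = 0.126, 0.0720 and 0.0733) and without FN replicate 2 (0.0935, 0.0565 and 0.0622), for LOC21388201 without FN replicate 2 (0.0681) and for LOC21412237 without FN replicate 1 (0.0561).

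Of 59 WRKY factors, 7 rose (13 when adjusted over the list alone), among them *WRKY40* (LOC21396687) at 2029 ± 435 against 381 ± 70.4 CPM, *WRKY70* (LOC21397132) and *WRKY53* (LOC21394712), with log2 fold changes of 2.41, 2.38 and 2.15. Of 68 MYB factors, 4 rose (10 higher and 1 lower when adjusted over the list alone), including *MYB4* (LOC21388382), known in Arabidopsis as a repressor of phenylpropanoid genes, at 138 ± 12.3 against 18.1 ± 3.70 CPM. The camera calls of these lists (adjusted p = 0.00362 and 0.0134) ended without FN replicate 2 (adjusted p = 0.103 and 0.10), and with an estimated correlation their adjusted p = 0.577 and 0.446. *SNC1* (LOC21395546), an immune receptor gene, was the only one of 17 genes to rise in the list of salicylate signalling (2 when adjusted over the list alone). That list was drawn by name patterns, which also took in a gene described as GTP-binding protein SAR1A (LOC21391124). *SNC1* entered it because its description names npr1. Of 174 disease resistance receptors, 6 rose (7 when adjusted over the list alone). Camera placed both lists upward (adjusted p = 0.0379 and 0.0278, and with an estimated correlation adjusted p = 0.624 and 0.851). Without chitosan replicate 1 these became 0.316 and 0.813, without FN replicate 2 the receptors had 0.522, and salicylate signalling had 0.0885 without chitosan replicate 3 and 0.134 without FN replicate 1. Of 46 class III peroxidases, which polymerise phenolics in the wall, 2 rose (3 when adjusted over the list alone), LOC21393317 from 114 ± 49.5 to 845 ± 141 CPM and LOC21400233 from 225 ± 40.1 to 823 ± 80.1 CPM. None of 24 chitinases, 26 ethylene synthesis genes and 11 LysM and chitin receptors passed, and 1 receptor gene passed when adjusted over the list alone. Calls ended with edgeR for all genes without chitosan replicate 1, chitosan replicate 2 or FN replicate 3 (0 genes), for *WRKY70* also without chitosan replicate 3 (adjusted p = 0.0570), and without FN replicate 2 for *WRKY70* (0.0533), *WRKY53* (0.129), *SNC1* (0.0663) and LOC21400233 (0.0503). In all, 3 of the 7 WRKY calls, 0 of the 4 MYB calls and 3 of the 6 receptor calls ended without chitosan replicate 3, 5, 3 and 6 of them without FN replicate 2, and 1 receptor call without FN replicate 1.

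With edgeR, no gene passed without chitosan replicate 1, without chitosan replicate 2 or without FN replicate 3, although 1657, 1669 and 1459 genes then had an unadjusted p under 0.05. 229 genes passed without chitosan replicate 3 and 151 without FN replicate 2, the library with the lower ribosomal RNA share, of which 142 were higher. Without FN replicate 1, 482 genes passed, 343 of them among the 370. Other settings gave 1097 genes (DESeq2), 170 (scaling by library totals), 203 (limma on TPM), 94 (single transcripts) and 0 when all 9 libraries entered 1 fit, which left 2253 genes with an unadjusted p under 0.05. The share of called genes that were higher was 95.7%, and 84.05% with DESeq2, whereas it was 70.5% among the 2244 genes with an unadjusted p under 0.05 (1583 higher and 661 lower).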

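The gene annotated as *PR1* (LOC21387250) lies on scaffold NW_010360769.1 from 2483 to 3259 and encodes a small secreted protein of the pathogenesis-related family. Its level was 8.01 ± 10.7 CPM (SD, n = 3) with chitosan and 2.14 ± 1.45 CPM (SD, n = 3) in FN medium, a log2 fold change of 1.85 (standard error 1.07, adjusted p = 0.589 from edgeR). The chitosan libraries held 2.82, 20.3 and 0.905 CPM and the FN libraries 0.957, 3.75 and 1.71 CPM in replicates 1 to 3, so the groups overlapped. Without chitosan replicate 2 the log2 fold change was -0.32. Over all alternatives the adjusted p ran from 0.387 to 0.963. Of 99 genes of pathogenesis-related families, 1 rose with chitosan, also when adjusted over the list alone. Camera did not call this list (adjusted p = 0.0717) and put it upward without chitosan replicate 1 or 2 (0.0266 and 0.0191) and without FN replicate 2 or 3 (0.0173 and 0.0283). The gene that rose is *thaumatin-like protein 1* (LOC21404717), at 43.7 ± 2.86 against 14.9 ± 3.99 CPM (log2 fold change 1.55, standard error 0.27, adjusted p = 0.0309 from edgeR), and it did not pass without chitosan replicate 1, without chitosan replicate 2 or without FN replicate 3, when 0 genes passed, nor without chitosan replicate 3 (adjusted p = 0.0970) or FN replicate 2 (0.0689). The member of this list with the most counts, a *major allergen Pru ar 1* gene (LOC21411391), was at 2492 ± 533 against 1829 ± 838 CPM (adjusted p = 0.800 from edgeR).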

Consistent with this, the *pathogenesis-related protein 1* (*PR1*) gene, a known marker for induced defense responses, also exhibited elevated transcript levels in the chitosan-treated condition. 

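*NAC083* (LOC21389127) encodes a NAC-domain transcription factor and lies on scaffold NW_010367550.1 from 141118 to 143273. It was the NAC gene with the most counts, at 1695 ± 548 CPM (SD, n = 3) with chitosan and 601 ± 113 CPM (SD, n = 3) in FN medium. The log2 fold change was 1.4965 (standard error 0.35, adjusted p = 0.0875 from edgeR), and every chitosan library lay above every FN library, a separation that chance gives 10% of genes in either direction. Adjusted over the list alone, the 12 transcription factors of Figure 5, the adjusted p was 0.0326. That is not independent evidence, because the paper called *NAC083* higher on the same samples. 2 further genes carry the same description. LOC21392182 was at 3.76 ± 1.42 against 1.64 ± 0.613 CPM (log2 fold change 1.18, adjusted p = 0.501 from edgeR) and LOC21400489 at 119.9 ± 59.8 against 391 ± 422 CPM (log2 fold change -1.70, adjusted p = 0.519 from edgeR). Of 45 NAC factors tested, 1 rose (3 when adjusted over the list alone), *NAC90* (LOC21399352), at 63.3 ± 4.09 against 21.4 ± 6.20 CPM (adjusted p = 0.0288 from edgeR), a call that was lost, with all others, when chitosan replicate 1, chitosan replicate 2 or FN replicate 3 was left out (0 genes), and without chitosan replicate 3 (adjusted p = 0.0931). Camera gave the NAC list an adjusted p of 0.439, and of 0.0073 upward without FN replicate 1. DESeq2 gave *NAC083* a log2 fold change of 1.48 with an adjusted p of 0.000272, and over all alternatives its log2 fold change ran from 1.19 to 1.65 and its adjusted p from 0.000272 to 0.377.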

Among the candidate transcription factors analyzed, *NAC083* showed a clear upregulation, suggesting its potential role in positively regulating *PAL* expression. In contrast, *ERF2*, *ERF5*, *RAV2*, *HAT3*, *BPC6*, *REF6*, *CDC5*, and *TCP20* were significantly downregulated, indicating a possible repressive role or indirect regulatory relationship. 

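All 8 genes had a log2 fold change below 0, and in 2 of them, *RAV2* and *ERF5*, every chitosan library lay below every FN library, which chance gives 10% of genes in either direction. The gene entered as *RAV2* (LOC21405755), a B3 and AP2 domain factor that the deposited table describes as RAV1, was at 140.3 ± 19.5 CPM (SD, n = 3) with chitosan and 171 ± 23.8 CPM (SD, n = 3) in FN medium (log2 fold change -0.29, standard error 0.23, adjusted p = 0.746 from edgeR). The gene entered as *ERF5* (LOC21400626) is described there as the chloroplast transcription termination factor MTERF5 and was at 3.58 ± 1.28 against 6.22 ± 1.03 CPM (log2 fold change -0.79, standard error 0.43, adjusted p = 0.561 from edgeR). The gene entered as *ERF2* (LOC112091960), described as MTERF2-like, was at 2.92 ± 1.04 against 4.29 ± 3.00 CPM, with a log2 fold change of -0.54 (standard error 0.62). *HAT3* (LOC21404674), a homeodomain-leucine zipper factor, had a log2 fold change of -0.55 (standard error 1.11) that limma-voom turned to 0.20 and a fit with replicate number as a block to 0.11, and *REF6* (LOC21391565), a histone demethylase, had -0.39 (standard error 0.33). *BPC6* (LOC21402340), *CDC5* (LOC21407254) and *TCP20* (LOC21394086) had -0.15 (standard error 0.32), -0.17 (standard error 0.23) and -0.03 (standard error 0.25). Limma-voom gave 0.03 for *TCP20*. Without FN replicate 1, the log2 fold changes of *ERF2*, *BPC6* and *TCP20* were 0.15, 0.20 and 0.17.

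No gene of the 8 passed an adjusted p of 0.05 with edgeR, none had an unadjusted p under 0.05, and none passed when adjusted over the list alone, which is not independent evidence because the paper called these 8 genes lower on the same samples. DESeq2, limma-voom and limma on TPM also called 0 of the 8.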

Expression levels of *TCP7*, *TCP9* and *TCP19* remained unchanged, similar to the expression of the *actin housekeeping* gene, suggesting they may not be responsive to chitosan-induced *PAL* regulation. 

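*TCP7* (LOC21388262) was at 16.7 ± 5.12 CPM (SD, n = 3) with chitosan and 14.9 ± 2.66 CPM (SD, n = 3) in FN medium. The log2 fold change was 0.16 (standard error 0.32, adjusted p = 0.926 from edgeR), and it turned to -0.12 with scaling by library totals and to -0.11 without chitosan replicate 1. *TCP9* (LOC21405911) had a log2 fold change of 0.09 (standard error 0.37, adjusted p = 0.974 from edgeR), -0.20 with library totals and -0.31 without chitosan replicate 2. For *TCP19* (LOC21388831), at 2.24 ± 1.32 against 2.08 ± 1.85 CPM, it was 0.07 (standard error 1.11, adjusted p = 0.996 from edgeR), -0.27 with library totals, -0.62 without chitosan replicate 2 and -0.49 without FN replicate 1. *Actin* (LOC21394037), a cytoskeletal gene used as a housekeeping control, was at 491 ± 90.6 against 397 ± 12.9 CPM (log2 fold change 0.31, standard error 0.25, adjusted p = 0.751 from edgeR), and its log2 fold change was 0.03 with library totals. Among all 14 TCP factors tested none passed, also when adjusted over the list alone. The member with the most counts, *TCP8* (LOC21401410), was at 88.2 ± 26.5 against 87.2 ± 26.6 CPM, with a log2 fold change of 0.02 that library totals turned to -0.25. Without chitosan replicate 1, chitosan replicate 2 and FN replicate 2 it was -0.20, -0.14 and -0.15, and without FN replicate 3 it was -0.05. The standard errors leave changes of the size of 1 on the log2 scale open for *TCP19*, and a p that misses the threshold does not show equal levels.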

The remaining candidate TFs listed in Figure 3a were not detected in the dataset.

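30 of the 42 candidates are not among the transcription factors of Figure 5. By the descriptions in the deposited table, 10 of the 30 have a gene and 6 have a gene with enough counts to be tested: *ERF1B*, *ERF13*, *VAL1*, *SPT*, *FRS9* and *NAC100*. No description matched the other 20, and matching by description cannot exclude a gene that is described differently. The most abundant *ERF13* gene (LOC21404689), an ethylene response factor, was at 276 ± 61.8 CPM (SD, n = 3) with chitosan and 60.8 ± 44.6 CPM (SD, n = 3) in FN medium (log2 fold change 2.18, standard error 0.52, adjusted p = 0.0944 from edgeR). One *ERF1B* gene (LOC21396020) was at 31.1 ± 10.6 against 14.9 ± 2.73 CPM (log2 fold change 1.07, adjusted p = 0.176 from edgeR). The other 3 *ERF1B* genes had log2 fold changes of 1.896 (LOC21407265), -0.58 (LOC21393115) and -0.27 (LOC21385259, 0.28 with limma-voom, 0.10 without chitosan replicate 3 and 0.92 without FN replicate 1), and *VAL1* (LOC21393947), a B3 repressor of seed maturation genes, was at 30.7 ± 3.81 against 23.9 ± 3.22 CPM (log2 fold change 0.36, adjusted p = 0.639 from edgeR). *NAC100* (LOC21389911) was at 136 ± 19.4 against 108 ± 65.5 CPM (log2 fold change 0.33), a further *NAC100* gene (LOC21396746) at 9.56 ± 1.44 against 13.7 ± 10.1 CPM (log2 fold change -0.51, 0.18 with limma-voom and 0.15 without FN replicate 3), and a *SPT* gene (LOC21394314), a bHLH factor, at 16.0 ± 4.00 against 18.9 ± 6.13 CPM. The genes described as FUS3, LEC2 and AGL9, the last matched to *SEP3*, had 0 counts in all 6 libraries. Among the 31 tested genes that match any candidate, 0 passed edgeR over all genes and 2 passed when adjusted over the list alone, *NAC083* and this *ERF13* gene (adjusted p = 0.0475 for both).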

The bar chart displays the transcriptional response of selected genes in mulberry following chitosan treatment as compared to the FN condition, quantified as LOG_2_ Fold Change (LOG_2_ FC). The analyzed genes are grouped by color: blue bars represent candidate TF genes identified via in silico analysis; orange bars represent *Phenylalanine ammonia-lyase* (*PAL*) genes; the green bar represents a *Pathogenesis-related* (*PR*) gene, a positive control for chitosan induction; and the white bar represents the *actin housekeeping* gene. Positive LOG_2_ FC values indicate upregulation, while negative values indicate downregulation. Error bars indicate the standard error of the mean (SEM) from three biological replicates.

## 3. Discussion

### 3.1. A Complex Regulatory Network Involving AP2/ERF, BBR-BPC, and Other TF Families Controls PAL Gene Expression

A comprehensive bioinformatics analysis of TFBS for *PAL* gene promoters, utilizing both FootprintDB and PlantRegMap databases, has revealed two significant regulatory families: AP2/ERF and BBR-BPC. The AP2/ERF family demonstrates substantial presence in PlantRegMap with 27 binding sites distributed across 5 *PAL* gene core promoters (LOC21384641, LOC21407112, LOC21407113, LOC21407114, LOC21407115), indicating its crucial role in *PAL* gene regulation. Most notably, the BBR-BPC family emerges as the dominant regulator with an impressive 62 binding sites across all 6 *PAL* genes in PlantRegMap, with particularly high concentrations in LOC21407112 (21 sites), LOC21407113 (16 sites), and LOC21407115 (18 sites). The significance of BBR-BPC is further reinforced by its presence in FootprintDB’s motif C for 3 LOC, and its clear dominance is thus visualized in scatter plots comparing FootprintDB and PlantRegMap counts across TF families. Previous studies have shown that AP2/ERF TFs regulate phenylpropanoid metabolism and lignin biosynthesis [20], and BBR-BPC proteins serve as key regulators of various metabolic pathways [21]. The extensive presence of these TFBS collectively indicates a complex, multilayered regulatory network controlling phenylpropanoid pathway flux, which plays a crucial role in plant stress responses and development [22]. Beyond the prominent AP2/ERF and BBR-BPC families, our in silico analysis also pointed to other potentially significant regulators. For instance, the Dof family, with a high concentration of binding sites in the LOC21407114 promoter and a predicted interaction with Motif B, has been previously implicated in phenylpropanoid metabolism. Furthermore, the identification of an FRS family member binding to Motif C introduces another layer of complexity, suggesting that novel or less-characterized TFs could also be integral to fine-tuning *PAL* expression. 

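A gene described as FAR1-RELATED SEQUENCE 9 (LOC112090489), of the family that binds light-response promoters, was at 21.3 ± 7.85 CPM (SD, n = 3) with chitosan and 22.7 ± 6.55 CPM (SD, n = 3) in FN medium. Its log2 fold change was -0.08 (standard error 0.35, adjusted p = 0.973 from edgeR), and 0.08 without chitosan replicate 3 and 0.15 without FN replicate 1. No gene of the table carries the name DOF2.2. Of 24 other Dof zinc finger genes tested, none passed, also when adjusted over the list alone. Camera gave this list an adjusted p of 0.115, and of 0.0373 downward without FN replicate 3. The Dof gene with the most counts, *DOF2.1* (LOC21397570), was at 237 ± 58.0 against 129 ± 33.0 CPM (log2 fold change 0.88, standard error 0.29, adjusted p = 0.251 from edgeR), with all chitosan libraries above all FN libraries, as chance gives for 10% of genes in either direction.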

While our transcriptomic data did not capture the expression of these specific TFs, their predicted binding sites warrant future investigation to build a more complete model of *PAL* regulation. 

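Of 85 tested genes described as AP2/ERF factors, 3 rose and none fell with chitosan (18 higher and 3 lower when adjusted over the list alone). *ERF027-like* (LOC112093771) was at 319 ± 143 CPM (SD, n = 3) with chitosan and 50.6 ± 16.8 CPM (SD, n = 3) in FN medium, a log2 fold change of 2.65 (standard error 0.44, adjusted p = 0.0278 from edgeR). *ERF8* (LOC21389211) and *ABR1* (LOC21390133), an abscisic acid repressor in Arabidopsis, had log2 fold changes of 2.62 and 2.26. 2 genes described as ethylene-responsive transcription factor 2 were at 287 ± 97.8 against 249 ± 3.94 CPM (LOC21406767, log2 fold change 0.20, -0.05 with scaling by library totals and -0.18 without chitosan replicate 3) and at 4.04 ± 0.991 against 2.14 ± 0.503 CPM (LOC21400088, log2 fold change 0.90, adjusted p = 0.554 from edgeR). The gene described as ethylene-responsive transcription factor 5 (LOC21406765) was at 75.8 ± 32.5 against 147 ± 37.4 CPM (log2 fold change -0.96, standard error 0.36, adjusted p = 0.326 from edgeR). Among 3 BBR-BPC genes, whose proteins bind GAGA motifs, none passed, also when adjusted over the list alone. The one with the most counts, *BPC2* (LOC21402222), was at 92.1 ± 4.27 against 88.9 ± 7.31 CPM, a log2 fold change of 0.05 that scaling by library totals turned to -0.22. Without chitosan replicates 1 and 3 it was -0.01 and -0.05.

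Camera put the AP2/ERF list upward (adjusted p = 0.0278, and adjusted p = 0.446 with an estimated correlation), with an adjusted p of 0.0543 without chitosan replicate 2 and of 0.104 without FN replicate 1. The 3 calls were lost with edgeR without chitosan replicate 1, without chitosan replicate 2 and without FN replicate 3, when 0 genes passed. Without chitosan replicate 3, *ERF8* (LOC21389211, adjusted p = 0.0527) and *ABR1* (LOC21390133, 0.0630) did not pass, and without FN replicate 2 *ERF027-like* (LOC112093771, 0.0549) and *ABR1* (0.0701) did not.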

The transcriptomic analysis in mulberry roots under chitosan treatment revealed a coordinated downregulation of transcription factors (TFs) belonging to the AP2/ERF (*ERF2*, *ERF5*, *RAV2*) and BBR-BPC (*BPC6*) families, concurrent with the upregulation of *PAL* transcripts (Figure 5). This inverse correlation suggests a potential repressive role of these TFs on *PAL* gene expression. 

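In replicates 1 to 3, the gene entered as *ERF5* stood at 2.17, 4.68 and 3.89 CPM with chitosan and at 7.25, 5.20 and 6.20 CPM in FN medium, while LOC21407114, the *PAL* gene with the most counts, stood at 1144, 1041 and 1411 CPM with chitosan and at 708, 392 and 529 CPM in FN medium. *BPC6* stood at 32.6, 25.9 and 23.7 CPM with chitosan and at 44.0, 20.3 and 27.4 CPM in FN medium, so its groups overlapped. FN replicate 2 had the lowest level of both *BPC6* and LOC21407114 among the FN libraries. As deviations from the group means (log2 scale), chosen as a test after these values were seen, the factors and summed *PAL* had Pearson's r of 0.486 (*ERF2*, LOC112091960), 0.264 (*ERF5*), -0.443 (*RAV2*) and 0.744 (*BPC6*) over the 6 libraries, with exact permutation p-values of 0.528, 0.50, 0.528 and 0.222. Spearman's rho was 0.257, 0.314, -0.257 and 0.60 (exact permutation p = 0.806, 0.528, 0.722 and 0.361). Adjusted by Benjamini-Hochberg over the 9 relations computed, the exact permutation p-values of r were 0.594 for the first 3 and 0.50 for *BPC6*. Without the 2 libraries farthest from the factor's median, r was -0.690, 0.0208, -0.763 and -0.427 (4 libraries left to compare, and for *BPC6* the 3 chitosan libraries alone). So few libraries cannot show on which ones the values of *ERF2*, *ERF5* and *BPC6* rest. Over all 9 libraries, with minus N, r was 0.206, -0.692, -0.0216 and 0.684 (exact permutation p = 0.542, 0.241, 0.931 and 0.0787; adjusted over 9 relations, 0.656, 0.433, 0.931 and 0.264), with rho of 0.167, -0.517, 0 and 0.717 (exact permutation p = 0.699, 0.292, 1 and 0.106). Without the 2 farthest libraries these r were -0.265, -0.735, -0.675 and 0.682, and without minus N replicate 2 they were 0.213, 0.143, -0.302 and 0.533, so the sign for *ERF5* rests on that library. The genes entered as *ERF2* and *ERF5* are described as MTERF2-like and MTERF5, so their r does not bear on AP2/ERF factors. Genes described as ethylene-responsive transcription factors 2 and 5 were not correlated with *PAL*.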

The consistent reduction in expression across distinct TF families may indicate that they function either independently as transcriptional repressors or collaboratively as part of a multi-protein repressor complex that regulates *PAL* expression. These findings provide insight into the possible regulatory network involved in phenylpropanoid pathway activation under elicitor treatment and highlight the need for further functional characterization of these candidate TFs to confirm their repressive roles. Indeed, the modern understanding of the *cis*-regulatory code dictates that the function of such a network is governed not just by the presence of TFBSs, but by a complex syntax where TF activity is modulated by binding site position, strand orientation, and the local chromatin context [23,24].

### 3.2. NAC083 Acts as an Activator in PAL Expression in Chitosan Application

In this study (Figure 5), the significant and parallel upregulation of both *NAC083* and *PAL* genes in response to chitosan treatment strongly implicates NAC083 as a putative transcriptional activator in the mulberry phenylpropanoid pathway. 

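In the 6 libraries of this comparison, scaled together with the libraries grown without nitrogen, the 6 *PAL* genes summed to 2218, 2024 and 2563 CPM in chitosan replicates 1 to 3 and to 1407, 867 and 1109 CPM in FN replicates 1 to 3. *NAC083* stood at 2166, 1739.9 and 1113 CPM in the same chitosan libraries and at 614, 505 and 744 CPM in the FN libraries. Of the libraries without nitrogen, which received no chitosan by their labels, replicate 2 held 2289.9 CPM of *PAL* and 1561 CPM of *NAC083*, and replicates 1 and 3 held 839.6 and 621 CPM of *PAL* and 714 and 274 CPM of *NAC083*. As deviations from the group means (log2 scale), chosen as a test after the values were seen, *NAC083* and summed *PAL* had Pearson's r of -0.0601 over the 6 chitosan and FN libraries (exact permutation p = 0.889) and of 0.785 over all 9 (exact permutation p = 0.218). Spearman's rho was -0.143 and 0.50 (exact permutation p = 0.778 and 0.310). Adjusted by Benjamini-Hochberg over 9 relations in each set, the exact permutation p-values of r were 0.889 and 0.433. Over 9 libraries r was 0.694 without the 2 libraries farthest from the median of *NAC083* and 0.344 without minus N replicate 2, and over 6 libraries it was 0.513 without the 2 farthest, with only the 3 FN libraries left to compare.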

Our observation of a coordinated four-fold increase in their expression levels provides compelling evidence for a functional regulatory link. This hypothesis is substantiated by convergent findings in other plant species, suggesting a conserved evolutionary mechanism. For instance, functional characterization in Arabidopsis revealed that the overexpression of an *NAC083* ortholog directly induced the expression of key phenylpropanoid and flavonoid biosynthesis genes, including PAL [25]. This supports a direct or indirect role for NAC083 in modulating the pathway’s entry point. Furthermore, the potential for direct regulation is underscored by genomic analyses in soybean, which identified a prevalence of NAC transcription factor binding sites within the promoter regions of *PAL* gene families [26]. This indicates that the NAC-PAL regulatory module is a common feature in plant defense and secondary metabolism. 

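As a ratio of mean TPM, the measure used for Figure 5, *NAC083* was 2.33 times higher with chitosan than in FN medium (SD of the ratio 0.765, n = 3), at 1684 ± 467 against 724 ± 128 TPM. The ratios of the clustered *PAL* genes were 1.86 for LOC21407114 (SD 0.626), 1.79 for LOC21407115 (SD 0.680), 1.66 for LOC21407113 (SD 0.345) and 1.49 for LOC21407112 (SD 0.230). LOC21407114 was at 745 ± 163 TPM with chitosan and 400.2 ± 102 TPM in FN medium. For each of these 5 genes the exact two-sided permutation test gave p = 0.1 (n = 3), the smallest that 3 libraries against 3 allow. LOC21409963 had a ratio of 4.56 (SD 6.19) at 1.03 ± 0.831 against 0.227 ± 0.248 TPM, and LOC21384641 a ratio of 0.556 (SD 0.681), with exact permutation p-values of 0.2 and 0.5.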

The work by [25] also linked high *AeNAC83* expression to enhanced abiotic stress tolerance, which is likely conferred by the accumulation of protective phenylpropanoid-derived compounds. Therefore, we propose a model wherein chitosan, acting as an elicitor, triggers the expression of *NAC083*. This transcription factor then activates *PAL* gene expression, initiating a cascade of secondary metabolite production that fortifies the plant’s cellular defense system and mitigates stress. NAC083 is therefore a strong candidate as a key transcriptional regulator activating *PAL* expression under chitosan treatment in mulberry.

## 4. Materials and Methods

### 4.1. Identifying Known Binding Sites and Conserved Sequence Motifs in Mulberry PAL Gene Promoters

The promoter sequences of the *PAL* genes in mulberry, specifically *Morus notabilis*, were comprehensively determined using KEGG (Kyoto Encyclopedia of Genes and Genomes) accessible at (https://www.kegg.jp/kegg-bin/show_organism?org=mnt (accessed on 1 February 2025); [27]). This analysis involved sequencing about 2000 base pairs upstream from the translation start site to pinpoint potential regulatory elements (Figure S1). Additionally, TF families and their respective binding sites on mulberry *PAL* genes were identified through the PlantRegMap database (https://plantregmap.gao-lab.org/ (accessed on 1 February 2025); [28]), which focused its analysis on the core promoter region (200 bp upstream from ATG) to leverage evolutionary conservation for identifying key TFBSs. The MEME (Multiple EM for Motif Elicitation) suite v5.1.1 was employed to analyze the 2000 bp region upstream of the *PAL* genes. This analysis aimed to identify key regulatory DNA motifs by capturing both proximal and distal regulatory elements. Using the online tool (http://meme-suite.org/tools/meme (accessed on 1 February 2025); [29]), the analysis was configured to detect up to 20 distinct motifs, each 16–18 nucleotides long, typical of transcription factor binding sites. Motifs were filtered using an E-value threshold of ≤0.05 to ensure statistical significance based on log likelihood ratio, motif length, and frequency of occurrence.

### 4.2. Assessment of Candidate TFs Regulating PAL via Motifs and Database Correlation Analysis

To identify potential TFs regulating *PAL* genes, conserved sequence motifs previously identified by MEME in promoter regions were analyzed using FootprintDB (http://floresta.eead.csic.es/footprintdb (accessed on 15 February 2025); [30,31]). This targeted approach was chosen to enhance prediction accuracy by focusing on regions with demonstrated statistical significance. FootprintDB integrates curated DNA binding sites and annotates TF binding interfaces, and using a strict E-value threshold of 10^−3^ for Blastp alignments against the 3D-footprint library ensured high-confidence predictions. The predicted TFs for each *PAL* gene (LOC) were compiled into a table list, and their distribution and overlap were visualized using a Venn diagram created with the ggVennDiagram package [32] in RStudio software (Version 2023.09.1, Build 494) [33]. Subsequently, correlation analysis between TF families from PlantRegMap and FootprintDB was performed using R (version 4.3.2; [34]) and RStudio. The analysis involved two datasets: TF family frequencies from PlantRegMap’s core promoter analysis across six *PAL* genes, and motif counts from FootprintDB. Data preprocessing included summing TF occurrences across *PAL* genes for PlantRegMap data and FootprintDB. Missing values were replaced with zeros. Pearson’s correlation coefficient was calculated and visualized using the corrplot package to generate a color-coded correlation matrix, enabling quantitative assessment of TF family distributions.

### 4.3. Plant Sample Collection and RNA Extraction

Morus ‘Sakonnakorn’ stem cuttings from one-year-old plants were cultivated in a greenhouse and an aeroponic system for 2.5 months under a 12 h light/12 h dark photoperiod and full-nutrient (FN) conditions maintained at pH 6.5, with the nutrient solution containing the following compounds at specified final concentrations (all chemicals were sourced from Kemaus company): 2 mM KNO_3_, 2 mM Ca(NO_3_)_2_, 1 mM MgSO_4_, 0.67 mM KH_2_PO_4_, 50 μM NaCl, 50 μM C_10_H_12_N_2_NAFeO_8_, 5 μM MnSO_4_, 5 μM CuSO_4_, 5 μM ZnSO_4_, 165 μM H_3_BO_3_, 1 μM Na_2_MoO_4_, 5 μM CoSO_4_, and 5 μM NiSO_4_. The cuttings were treated for two weeks in FN medium supplemented with medium molecular weight chitosan at a final concentration of 0.04% (*w*/*v*). This was achieved by dissolving 16 g of chitosan in 40 L of the medium and adjusting the final pH to 6.5 with NaOH. After treatment, the entire roots of both treated and untreated cuttings were rinsed with deionized water and subsequently harvested by freezing in liquid nitrogen. 50 mg ground root samples were used for Total RNA extraction done by GF-1 Total RNA Extraction Kit (Vivantis Technologies Sdn. Bhd., Cat. No. GF-TR-025). The quality of the extracted RNA was checked using a FastQC analysis to assess the Phred quality score at each cycle.

### 4.4. cDNA Synthesis and Preparation of the Library for High-Throughput Sequencing

The mulberry RNA samples were sent to Macrogen, Inc. (Seoul, Republic of Korea) for sequencing, where mRNA was enriched using oligo(dT) magnetic beads and subsequently fragmented to an average length of 151 bp. First-strand cDNA synthesis was performed using random primers, followed by second-strand synthesis with DNA Polymerase I and RNase H, incorporating dUTP to quench the second strand during amplification. Double-stranded cDNA was purified using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA; Cat. No. RS-122-2101) and washed with ELB buffer. Sequencing adaptors were ligated to the cDNA fragments, which were then enriched by PCR with a primer cocktail. The size of the PCR-enriched fragments was verified by running the samples on an Agilent Technologies 2100 Bioanalyzer using a DNA 1000 chip. The prepared libraries were quantified using qPCR according to the Illumina qPCR Quantification Protocol Guide. The final library concentrations were required to be at least 10 nM for sequencing. The final libraries were prepared for sequencing on the Illumina HiSeq. 2000 instrument.

### 4.5. De Novo Transcriptome Assembly and Identifying Expression Differences

High–quality reads were filtered by eliminating low–quality reads with Q < 20 from the raw reads. To perform quality trimming and removal of adapters, the fast and multi–threaded command line tool ‘trimmomatic’ was used (http//www.usadellab.org/cms/?page=trimmomatic (accessed on 15 April 2025)). The resulting high-quality reads were aligned to the *Morus notabilis* reference genome (ASM41409v2) using HISAT2 (v2.1.0). StringTie (v2.1.3b) was then used for reference-guided transcript assembly and to quantify expression as raw counts, FPKM, and TPM. Significant alterations in the expression of candidate transcription factor (TF) genes were identified by calculating the log_2_-fold change from three biological replicates of the treatment group compared to the control. Standard error was determined using the method established by [35].

## 5. Conclusions

Our integrated bioinformatics and transcriptomic analyses have elucidated a complex regulatory network regulating the six identified mulberry *PAL* genes crucial for the phenylpropanoid pathway. We identified an enrichment of binding sites for the AP2/ERF and BBR-BPC transcription factor families within the *PAL* promoter regions. Transcriptional profiling following chitosan treatment, which significantly upregulated *PAL* expression, revealed a concomitant downregulation of several AP2/ERF (ERF2, ERF5, and RAV2) and BBR-BPC (BPC6) members, suggesting their potential role as transcriptional repressors. Conversely, the significant upregulation of NAC083 in parallel with *PAL* genes strongly implicates it as a key transcriptional activator in this response. These findings suggest a regulatory model where a balance between repressors and activators fine-tunes *PAL* expression. This research not only enhances our understanding of the transcriptional control of secondary metabolism in mulberry but also identifies promising candidate genes for future functional characterization and potential molecular breeding applications.

## Figures and Tables

**Figure 1:**
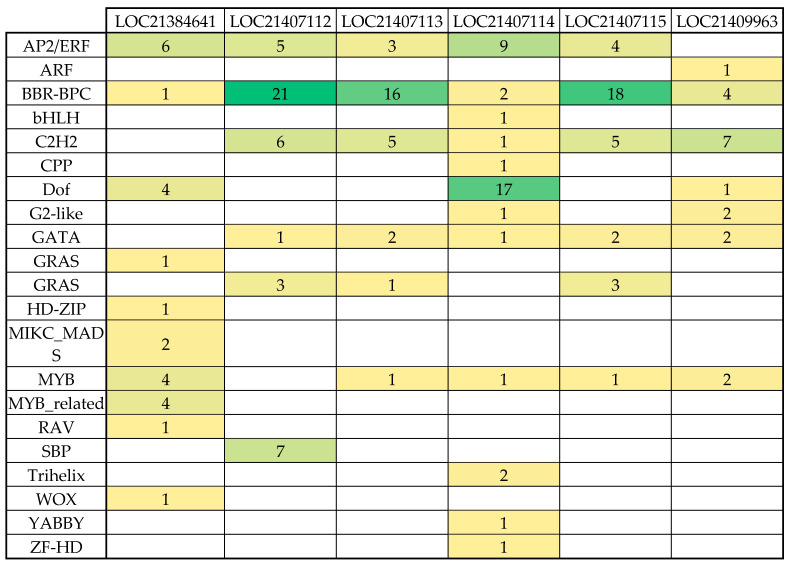
Distribution of transcription factor binding sites across *PAL* gene promoters in *M. notabilis*.

**Figure 2:**
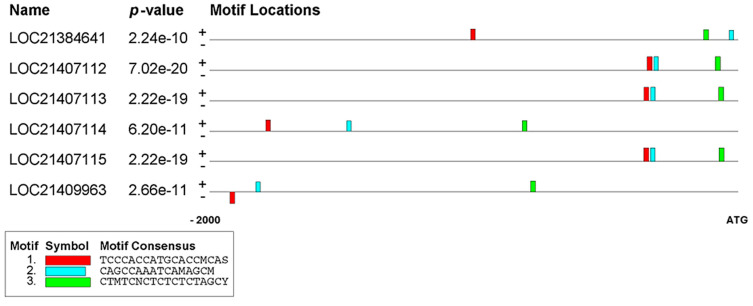
Motif distribution analysis in *PAL* promoters.

**Figure 3:**
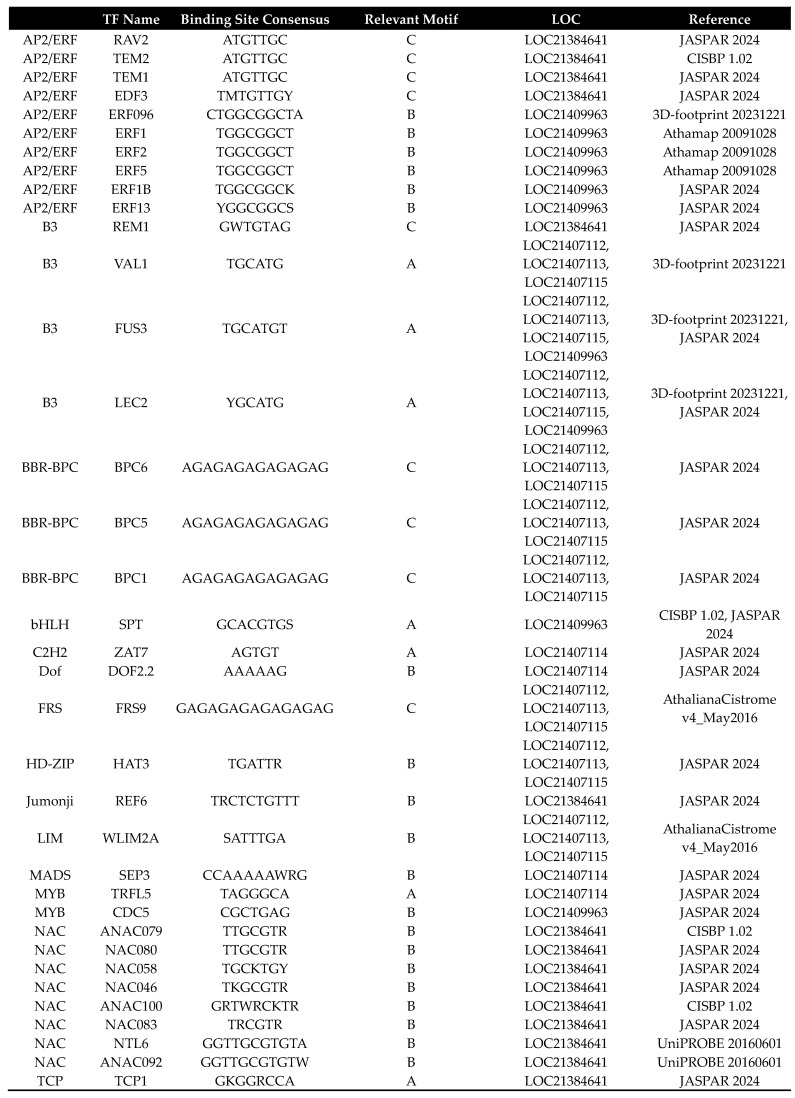

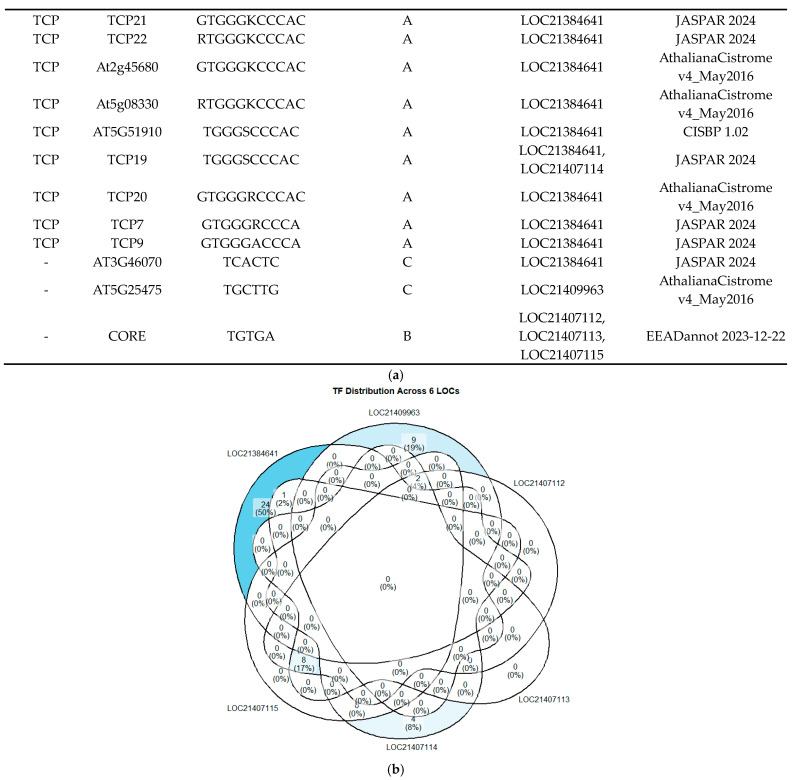
*Cis*-elements identified by FootprintDB in three conserved motifs in *PAL* genes. (**a**) The FootprintDB-identified *cis*-elements in three motifs across six *PAL* promoter regions, presenting them as paired combinations of binding sites (BS) and TF families, sorted alphabetically by the TF family name. Ambiguous nucleotide bases within the BS sequences are represented using IUPAC codes: R for A or G, Y for C or T, S for G or C, W for A or T, K for G or T, and M for A or C. The positions of all *cis*-elements are indicated relative to their location within the identified motif found in *PAL* genes, and references for each identified *cis*-element are provided. (**b**) The Venn diagram effectively illustrates how cis-elements identified by FootprintDB are distributed across six PAL promoter regions, utilizing numerical values and percentages to demonstrate both distinct and shared patterns. The diagram employs a three-tone color scheme (white, light blue, and dark blue), where white represents the lowest concentration of cis-elements, light blue indicates intermediate levels, and dark blue signifies the highest concentration of cis-elements.

**Figure 4:**
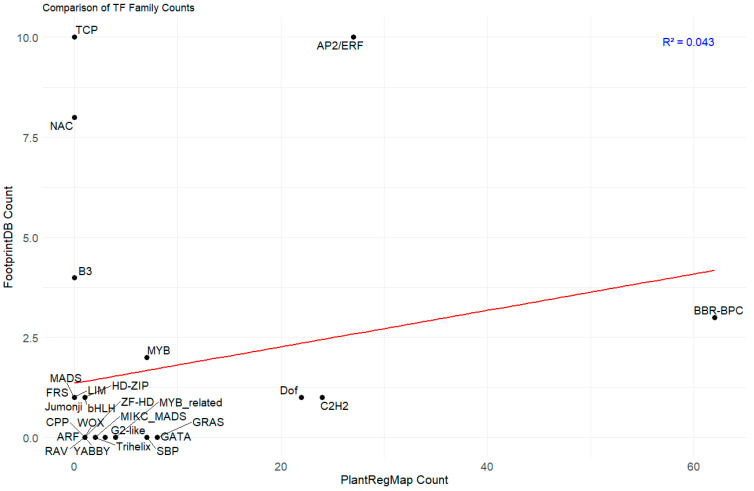
Cross-database TF family correlation analysis.

**Figure 5:**
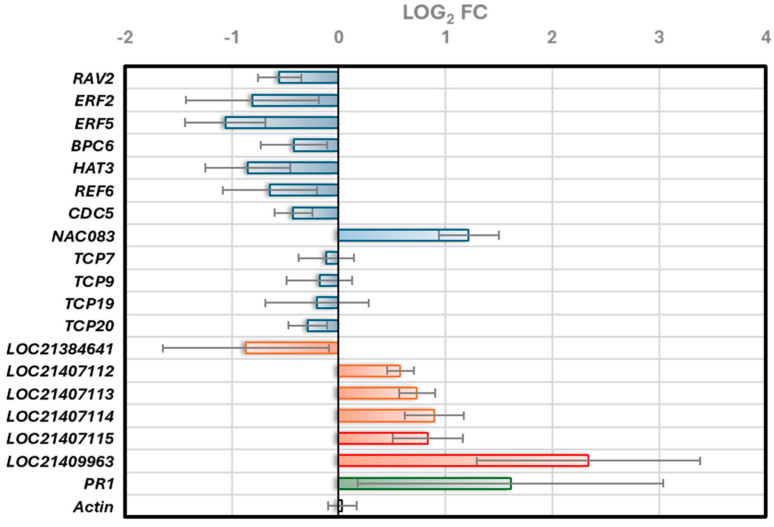
Transcriptional response of candidate transcription factors and *PAL* genes in chitosan-treated mulberry.

**Table 1:** The MEME analysis identified three distinct motifs (A, B, and C) across six LOC sequences, revealing significant patterns of DNA conservation.

	**Motif**	**A**	**B**	**C**
	Motif Seq Logo	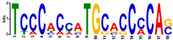 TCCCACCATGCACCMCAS	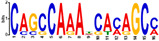 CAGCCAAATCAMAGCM	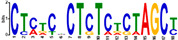 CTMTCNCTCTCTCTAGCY
LOC21384641	Matched	TCCCTCTGTGGGGCCCAC (+)	CACGCAAACCAAAGCA (+)	CTAGCACTCTATGTAGCT (+)
	Location	−1012	−32	−129
	E-value	9.54 × 10^−9^	5.06 × 10^−8^	1.73 × 10^−8^
LOC21407112	Matched	TCCCACCATGCACCCCAG (+)	CAGCCAAATCACAGCC (+)	CTCTCCCTCTCTCTAGCT (+)
	Location	−343	−317	−85
	E-value	2.73 × 10^−12^	7.20 × 10^−11^	4.17 × 10^−12^
LOC21407113	Matched	TCCCACCATGCACCCCAG (+)	CAGCCAAATCACAGCC (+)	CTCTCTCTCTCTCTAGCT (+)
	Location	−355	−329	−72
	E-value	2.73 × 10^−12^	7.20 × 10^−11^	1.38 × 10^−11^
LOC21407114	Matched	TCACACACTGCCCCACAC (+)	CAGCCAAAAGAAGGCC (+)	CCAACCCTGTCACTAGCC (+)
	Location	−1787	−1480	−816
	E-value	5.09 × 10^−9^	2.74 × 10^−8^	1.52 × 10^−8^
LOC21407115	Matched	TCCCACCATGCACCCCAG (+)	CAGCCAAATCACAGCC (+)	CTCTCTCTCTCTCTAGCT (+)
	Location	−356	−330	−71
	E-value	2.73 × 10^−12^	7.20 × 10^−11^	1.38 × 10^−11^
LOC21409963	Matched	TTCCCACATGCACCACAC (−)	CCGCCAGAGCTCAGCA (+)	CTCTTGCTCTCGCAAGCC (+)
	Location	−1922	−1824	−784
	E-value	3.63 × 10^−9^	3.53 × 10^−8^	6.66 × 10^−9^

## Data Availability

The RNA-seq data from this study is publicly available in the NCBI Gene Expression Omnibus (GEO), with the accession number GSE303913. For access to other datasets from this study, please contact the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants14172783/s1, Figure S1: sequences of the promoter of *PAL* genes in *Morus notabilis*; Table S1: Genomic analysis of plant regulatory motifs and their transcription factor families via PlantRegMap; Table S2: List of TFs predicted by FootprintDB to bind to conserved sequence motifs A through C. Table S3: Expression profile of candidate TFs in mulberry ‘Sakonnakorn’ under FN and chitosan-treated conditions. Table S4: Distribution of cis-elements identified by FootprintDB across six mulberry PAL promoter regions. Table S5: Comparison of TF Family Counts between PlantRegMap and FootprintDB.

## Abbreviations

The following abbreviations are used in this manuscript:

AP2/ERF	Apetala2/Ethylene-Responsive Factor
BBR-BPC	Bar-domain and BPC-domain containing proteins
bHLH	basic Helix-Loop-Helix
bp	base pairs
BS	binding sites
C2H2	Cys2/His2
cDNA	complementary DNA
Dof	DNA-binding with one finger
FPKM	Fragments Per Kilobase of transcript per Million mapped reads
FN	full-nutrient
GATA	GATA binding factor
GRAS	GAI, RGA, and SCR
HD-ZIP	Homeodomain-leucine zipper
KEGG	Kyoto Encyclopedia of Genes and Genomes
MADS	MCM1, AGAMOUS, DEFICIENS, and SRF
MEME	Multiple EM for Motif Elicitation
MIKC	MADS-box, Intervening, Keratin-like, and C-terminal
MYB	Myeloblastosis
NAC	NAM, ATAF, and CUC
PAL	Phenylalanine Ammonia-Lyase
PCR	Polymerase Chain Reaction
PR1	pathogenesis-related protein 1
SBP	Squamosa promoter-binding protein
TF	Transcription Factor
TFBS	Transcription Factor Binding Site
TPM	Transcripts Per Million
WOX	WUSCHEL-related homeobox
Y1H	yeast one-hybrid
ZF-HD	Zinc finger-homeodomain

# Supplementary material for: Transcriptional Regulation of the Phenylalanine Ammonia-Lyase (PAL) Gene Family in Mulberry Under Chitosan-Induced Stress
**Source:** Plants (Basel). 2025 Sep 5;14(17):2783. doi: 10.3390/plants14172783
**Supplement:** Supplementary file 1

Figure S1: sequences of the promoter of *PAL* genes in *Morus notabilis*

Figure S1 presents the sequences of the promoter regions for the phenylalanine ammonia-lyase (PAL) gene family in mulberry, encompassing NCBI GeneIDs 21384641, 21407112, 21407113, 21407114, 21407115, and 21409963.

>LOC21384641

5'

```
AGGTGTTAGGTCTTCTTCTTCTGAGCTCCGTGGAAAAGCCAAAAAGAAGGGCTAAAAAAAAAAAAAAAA
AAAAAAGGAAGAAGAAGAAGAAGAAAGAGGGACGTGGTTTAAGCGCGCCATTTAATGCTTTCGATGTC
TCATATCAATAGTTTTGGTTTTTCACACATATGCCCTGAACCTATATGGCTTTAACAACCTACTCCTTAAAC
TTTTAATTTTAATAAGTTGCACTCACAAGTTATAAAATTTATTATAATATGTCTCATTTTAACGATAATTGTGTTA
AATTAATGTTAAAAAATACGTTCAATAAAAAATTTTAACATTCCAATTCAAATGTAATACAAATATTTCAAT
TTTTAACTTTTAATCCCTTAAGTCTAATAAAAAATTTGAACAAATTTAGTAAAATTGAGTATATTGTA
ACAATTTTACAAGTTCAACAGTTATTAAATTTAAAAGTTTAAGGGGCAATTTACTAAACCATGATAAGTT
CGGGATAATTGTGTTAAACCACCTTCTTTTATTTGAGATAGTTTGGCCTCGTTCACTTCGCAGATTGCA
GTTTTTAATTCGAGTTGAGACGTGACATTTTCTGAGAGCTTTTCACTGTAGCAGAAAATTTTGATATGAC
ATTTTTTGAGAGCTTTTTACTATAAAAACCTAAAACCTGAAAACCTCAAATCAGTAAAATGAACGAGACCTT
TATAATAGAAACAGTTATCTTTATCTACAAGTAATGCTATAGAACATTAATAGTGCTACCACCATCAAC
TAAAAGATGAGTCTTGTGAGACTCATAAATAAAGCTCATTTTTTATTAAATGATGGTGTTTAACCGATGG
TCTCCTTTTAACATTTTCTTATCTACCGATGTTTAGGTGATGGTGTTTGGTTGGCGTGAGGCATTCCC
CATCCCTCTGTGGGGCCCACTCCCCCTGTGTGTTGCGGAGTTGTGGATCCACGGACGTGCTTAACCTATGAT
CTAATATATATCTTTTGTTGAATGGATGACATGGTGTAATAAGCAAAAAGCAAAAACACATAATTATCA
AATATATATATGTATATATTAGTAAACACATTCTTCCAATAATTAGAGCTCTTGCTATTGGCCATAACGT
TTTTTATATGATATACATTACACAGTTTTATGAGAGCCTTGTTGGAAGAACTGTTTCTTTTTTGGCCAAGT
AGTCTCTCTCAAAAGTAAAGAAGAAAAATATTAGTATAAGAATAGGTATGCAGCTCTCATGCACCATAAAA
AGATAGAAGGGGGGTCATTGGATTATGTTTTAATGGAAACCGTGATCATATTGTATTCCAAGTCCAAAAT
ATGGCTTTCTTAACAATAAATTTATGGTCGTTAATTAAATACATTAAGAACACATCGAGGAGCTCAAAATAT
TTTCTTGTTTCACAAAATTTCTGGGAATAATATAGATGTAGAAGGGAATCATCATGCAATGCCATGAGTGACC
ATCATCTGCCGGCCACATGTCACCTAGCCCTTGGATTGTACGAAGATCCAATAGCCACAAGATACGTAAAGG
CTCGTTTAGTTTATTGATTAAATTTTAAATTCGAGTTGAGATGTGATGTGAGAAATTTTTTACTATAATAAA
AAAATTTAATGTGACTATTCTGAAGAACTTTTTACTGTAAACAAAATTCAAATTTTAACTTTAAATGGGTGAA
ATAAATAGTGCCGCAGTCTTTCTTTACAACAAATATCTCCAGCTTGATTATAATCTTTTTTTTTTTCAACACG
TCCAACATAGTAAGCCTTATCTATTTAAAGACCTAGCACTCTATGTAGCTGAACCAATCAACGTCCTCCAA
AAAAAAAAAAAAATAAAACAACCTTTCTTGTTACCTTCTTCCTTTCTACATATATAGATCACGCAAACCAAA
GCAAAATACCAATAAAAAATC
```

3'

>LOC21407112

5'

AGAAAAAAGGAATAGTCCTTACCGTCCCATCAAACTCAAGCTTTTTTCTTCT
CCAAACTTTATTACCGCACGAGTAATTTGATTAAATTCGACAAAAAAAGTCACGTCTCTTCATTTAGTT
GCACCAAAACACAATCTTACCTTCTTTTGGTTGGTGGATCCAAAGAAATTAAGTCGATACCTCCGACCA
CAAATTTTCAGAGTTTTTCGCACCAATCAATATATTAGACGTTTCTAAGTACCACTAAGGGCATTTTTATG
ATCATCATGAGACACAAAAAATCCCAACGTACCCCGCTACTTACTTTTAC
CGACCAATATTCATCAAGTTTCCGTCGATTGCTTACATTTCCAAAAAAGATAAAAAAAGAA
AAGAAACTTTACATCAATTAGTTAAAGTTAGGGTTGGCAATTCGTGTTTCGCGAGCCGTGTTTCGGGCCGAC
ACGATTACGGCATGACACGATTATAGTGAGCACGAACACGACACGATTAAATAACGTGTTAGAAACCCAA
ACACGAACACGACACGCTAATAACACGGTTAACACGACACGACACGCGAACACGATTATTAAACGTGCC
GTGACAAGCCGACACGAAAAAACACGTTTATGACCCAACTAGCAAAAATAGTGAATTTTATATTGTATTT
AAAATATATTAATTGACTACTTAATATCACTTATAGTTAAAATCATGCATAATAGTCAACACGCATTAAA
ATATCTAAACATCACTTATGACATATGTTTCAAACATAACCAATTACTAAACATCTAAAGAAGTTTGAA
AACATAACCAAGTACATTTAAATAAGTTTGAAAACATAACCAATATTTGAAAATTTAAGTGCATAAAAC
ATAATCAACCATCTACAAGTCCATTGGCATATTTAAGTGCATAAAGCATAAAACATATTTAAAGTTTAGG
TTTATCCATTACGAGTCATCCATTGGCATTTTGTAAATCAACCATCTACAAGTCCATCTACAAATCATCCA
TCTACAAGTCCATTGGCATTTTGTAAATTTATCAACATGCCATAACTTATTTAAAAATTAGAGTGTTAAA
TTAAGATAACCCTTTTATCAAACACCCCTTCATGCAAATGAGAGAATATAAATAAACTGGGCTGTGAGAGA
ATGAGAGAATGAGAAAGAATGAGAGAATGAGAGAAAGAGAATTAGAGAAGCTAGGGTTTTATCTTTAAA
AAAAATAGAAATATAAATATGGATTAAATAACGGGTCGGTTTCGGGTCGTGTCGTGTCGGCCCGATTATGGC
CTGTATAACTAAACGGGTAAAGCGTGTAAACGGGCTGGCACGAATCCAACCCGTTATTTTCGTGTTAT
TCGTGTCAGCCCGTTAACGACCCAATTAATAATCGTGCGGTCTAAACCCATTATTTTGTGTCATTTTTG
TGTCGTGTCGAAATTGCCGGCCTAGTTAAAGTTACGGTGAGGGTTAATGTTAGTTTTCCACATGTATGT
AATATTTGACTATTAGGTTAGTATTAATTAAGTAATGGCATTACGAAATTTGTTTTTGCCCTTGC
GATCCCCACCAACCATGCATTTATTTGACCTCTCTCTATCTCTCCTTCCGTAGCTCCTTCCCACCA
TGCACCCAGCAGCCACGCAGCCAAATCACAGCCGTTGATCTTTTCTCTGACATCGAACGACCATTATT
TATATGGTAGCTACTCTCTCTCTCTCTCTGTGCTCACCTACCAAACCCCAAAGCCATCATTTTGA
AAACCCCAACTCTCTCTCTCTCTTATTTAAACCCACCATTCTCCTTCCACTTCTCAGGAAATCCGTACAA
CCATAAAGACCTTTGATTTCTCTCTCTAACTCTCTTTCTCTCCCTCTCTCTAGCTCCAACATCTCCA
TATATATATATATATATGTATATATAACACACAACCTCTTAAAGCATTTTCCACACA

3'

>LOC21407113

5'

[illegible]

3'

>LOC21407114

5'

CAAGCACGTGCCCTATATTAA
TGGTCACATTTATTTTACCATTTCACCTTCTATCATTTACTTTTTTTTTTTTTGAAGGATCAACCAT
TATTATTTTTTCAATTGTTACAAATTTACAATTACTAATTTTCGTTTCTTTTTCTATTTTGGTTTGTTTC
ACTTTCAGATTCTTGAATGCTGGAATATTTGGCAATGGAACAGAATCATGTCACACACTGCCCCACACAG
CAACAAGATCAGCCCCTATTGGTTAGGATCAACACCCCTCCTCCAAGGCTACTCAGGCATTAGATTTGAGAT
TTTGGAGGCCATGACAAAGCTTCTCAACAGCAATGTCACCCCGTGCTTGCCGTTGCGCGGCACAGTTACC
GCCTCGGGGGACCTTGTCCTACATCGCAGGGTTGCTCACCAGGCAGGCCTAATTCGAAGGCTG
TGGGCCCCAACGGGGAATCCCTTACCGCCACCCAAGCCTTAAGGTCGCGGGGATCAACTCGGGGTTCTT
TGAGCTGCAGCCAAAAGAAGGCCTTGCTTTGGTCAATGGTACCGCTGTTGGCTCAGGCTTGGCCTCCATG
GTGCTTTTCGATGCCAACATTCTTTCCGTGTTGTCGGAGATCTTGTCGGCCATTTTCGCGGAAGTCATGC
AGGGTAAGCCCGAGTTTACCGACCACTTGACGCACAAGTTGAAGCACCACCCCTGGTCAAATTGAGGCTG
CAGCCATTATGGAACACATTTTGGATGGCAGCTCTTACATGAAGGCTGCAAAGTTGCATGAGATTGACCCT
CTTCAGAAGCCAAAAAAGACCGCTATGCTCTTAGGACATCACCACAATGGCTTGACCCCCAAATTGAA
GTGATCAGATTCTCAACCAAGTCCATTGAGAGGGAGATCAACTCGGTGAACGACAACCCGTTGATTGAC
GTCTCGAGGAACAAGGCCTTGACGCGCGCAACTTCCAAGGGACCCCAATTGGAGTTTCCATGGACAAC
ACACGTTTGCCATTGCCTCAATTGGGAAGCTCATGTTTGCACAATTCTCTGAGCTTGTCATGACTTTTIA
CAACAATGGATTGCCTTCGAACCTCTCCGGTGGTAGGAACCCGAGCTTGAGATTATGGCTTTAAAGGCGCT
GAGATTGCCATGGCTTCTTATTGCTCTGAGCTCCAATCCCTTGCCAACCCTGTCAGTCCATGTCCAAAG
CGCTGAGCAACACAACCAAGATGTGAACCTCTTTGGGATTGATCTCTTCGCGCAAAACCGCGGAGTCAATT
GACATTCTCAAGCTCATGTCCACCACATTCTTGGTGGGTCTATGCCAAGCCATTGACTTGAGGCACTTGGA
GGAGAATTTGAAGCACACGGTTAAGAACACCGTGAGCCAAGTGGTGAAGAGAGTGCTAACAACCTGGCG
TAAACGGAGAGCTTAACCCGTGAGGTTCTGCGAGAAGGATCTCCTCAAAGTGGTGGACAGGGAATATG
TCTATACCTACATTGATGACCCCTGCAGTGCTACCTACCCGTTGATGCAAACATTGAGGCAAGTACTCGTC
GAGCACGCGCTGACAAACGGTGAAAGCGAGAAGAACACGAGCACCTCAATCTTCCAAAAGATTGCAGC
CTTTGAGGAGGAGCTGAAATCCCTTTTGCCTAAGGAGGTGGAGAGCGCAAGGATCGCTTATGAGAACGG
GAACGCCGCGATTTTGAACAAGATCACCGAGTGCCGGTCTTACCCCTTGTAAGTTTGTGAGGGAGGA
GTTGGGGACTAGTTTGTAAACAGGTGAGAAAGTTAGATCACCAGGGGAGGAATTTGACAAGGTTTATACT
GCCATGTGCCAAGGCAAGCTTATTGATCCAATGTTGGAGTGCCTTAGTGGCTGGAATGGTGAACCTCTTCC
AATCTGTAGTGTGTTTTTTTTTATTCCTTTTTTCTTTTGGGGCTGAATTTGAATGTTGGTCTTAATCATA
TTTGTATGTGTTCTTAAAA

3'

3'

>LOC21409963

5'

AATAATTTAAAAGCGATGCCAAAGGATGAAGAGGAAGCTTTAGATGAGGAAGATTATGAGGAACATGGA
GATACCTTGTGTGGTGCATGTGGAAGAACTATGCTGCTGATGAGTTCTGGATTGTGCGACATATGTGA
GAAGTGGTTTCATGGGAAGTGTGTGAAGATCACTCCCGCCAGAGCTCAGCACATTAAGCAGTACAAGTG
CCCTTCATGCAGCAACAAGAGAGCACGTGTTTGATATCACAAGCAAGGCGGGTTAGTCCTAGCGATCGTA
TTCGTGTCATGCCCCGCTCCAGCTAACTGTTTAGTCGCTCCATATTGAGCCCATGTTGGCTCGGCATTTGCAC
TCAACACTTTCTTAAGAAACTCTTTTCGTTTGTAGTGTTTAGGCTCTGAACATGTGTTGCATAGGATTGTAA
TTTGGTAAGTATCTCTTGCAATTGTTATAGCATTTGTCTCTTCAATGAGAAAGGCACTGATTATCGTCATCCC
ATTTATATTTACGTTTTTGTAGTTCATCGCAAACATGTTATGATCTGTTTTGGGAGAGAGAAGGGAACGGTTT
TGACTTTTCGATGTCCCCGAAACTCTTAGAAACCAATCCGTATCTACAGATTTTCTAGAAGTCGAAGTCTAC
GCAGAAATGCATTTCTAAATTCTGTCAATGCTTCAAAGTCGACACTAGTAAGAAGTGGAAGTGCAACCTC
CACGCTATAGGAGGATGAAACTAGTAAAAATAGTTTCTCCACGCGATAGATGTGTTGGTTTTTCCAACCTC
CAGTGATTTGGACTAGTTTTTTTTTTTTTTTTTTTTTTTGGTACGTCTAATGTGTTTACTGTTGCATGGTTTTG
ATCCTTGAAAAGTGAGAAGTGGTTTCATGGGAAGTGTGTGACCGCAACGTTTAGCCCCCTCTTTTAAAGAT
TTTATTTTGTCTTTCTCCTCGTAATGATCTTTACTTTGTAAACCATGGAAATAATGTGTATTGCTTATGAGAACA
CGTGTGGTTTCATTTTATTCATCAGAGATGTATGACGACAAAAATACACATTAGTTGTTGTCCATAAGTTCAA
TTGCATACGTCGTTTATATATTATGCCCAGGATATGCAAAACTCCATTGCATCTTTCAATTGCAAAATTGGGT
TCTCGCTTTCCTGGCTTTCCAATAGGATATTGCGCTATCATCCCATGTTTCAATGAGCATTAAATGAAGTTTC
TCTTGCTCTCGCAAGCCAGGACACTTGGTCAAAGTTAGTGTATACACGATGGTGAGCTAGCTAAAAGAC
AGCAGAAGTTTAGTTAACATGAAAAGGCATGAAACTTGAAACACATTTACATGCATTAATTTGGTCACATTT
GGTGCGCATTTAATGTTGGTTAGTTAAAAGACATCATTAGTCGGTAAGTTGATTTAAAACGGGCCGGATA
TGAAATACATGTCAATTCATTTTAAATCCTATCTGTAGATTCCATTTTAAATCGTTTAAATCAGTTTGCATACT
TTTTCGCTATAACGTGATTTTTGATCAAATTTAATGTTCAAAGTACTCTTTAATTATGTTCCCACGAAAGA
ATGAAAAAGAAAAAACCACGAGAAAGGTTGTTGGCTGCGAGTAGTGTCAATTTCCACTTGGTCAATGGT
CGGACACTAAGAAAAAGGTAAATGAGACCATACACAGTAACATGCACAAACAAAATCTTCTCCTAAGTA
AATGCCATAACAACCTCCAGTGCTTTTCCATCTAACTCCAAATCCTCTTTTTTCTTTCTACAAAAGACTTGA
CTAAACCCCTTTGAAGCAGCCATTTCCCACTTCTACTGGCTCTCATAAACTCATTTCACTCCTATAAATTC
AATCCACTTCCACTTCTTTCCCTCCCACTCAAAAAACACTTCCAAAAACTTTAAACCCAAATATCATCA
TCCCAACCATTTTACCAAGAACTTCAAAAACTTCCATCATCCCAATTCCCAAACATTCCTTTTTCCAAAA
TCCAAAA

3'

# Supplementary material for: Transcriptional Regulation of the Phenylalanine Ammonia-Lyase (PAL) Gene Family in Mulberry Under Chitosan-Induced Stress
**Source:** Plants (Basel). 2025 Sep 5;14(17):2783. doi: 10.3390/plants14172783
**Supplement:** Supplementary file 1

Table S1: Genomic analysis of plant regulatory motifs and their transcription factor families via PlantRegMap

Motif represents a DNA sequence pattern that transcription factors recognize and bind to, typically shown as a consensus sequence or position weight matrix.

Family indicates the classification group of transcription factors that share similar DNA-binding domain structures, such as C2H2 zinc finger, homeodomain, or bHLH families.

Seq ID and **Position** identify the specific location where a motif is found in the genomic sequence, with Position showing the exact nucleotide coordinates.

Strand indicates whether the motif is found on the positive (+) or negative (-) DNA strand.

P-value and **Q-value** are statistical measures of significance - the p-value represents the probability of finding a match by chance, while the q-value is an adjusted p-value that accounts for multiple testing.

Matched sequence shows the actual DNA sequence that matches the predicted motif pattern in the genome.

>LOC21384641

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_005589	AP2	LOC21384641	107-126	+	2.36e-06	0.000762	CAAAAAAAAAAAAAAAAAATAAA
L484_005589	AP2	LOC21384641	108-127	+	6.16e-06	0.000993	AAAAAAAAAAAAAAAAATAAAA
L484_005589	AP2	LOC21384641	109-128	+	3.05e-05	0.00248	AAAAAAAAAAAAAAAAATAAAC
L484_005589	AP2	LOC21384641	112-131	+	3.08e-05	0.00248	AAAAAAAAATAAAACAAC
L484_005589	AP2	LOC21384641	106-125	+	6.25e-05	0.00403	CAAAAAAAAAAAAAAAAAATAA
L484_026782	AP2	LOC21384641	167-181	-	8.54e-05	0.0318	CTTTGGTTGCGTGA
L484_019400	BBR-BPC	LOC21384641	142-162	+	6.87e-05	0.0217	CCTTCTCCTTCTACATATA
L484_025208	Dof	LOC21384641	106-126	-	7.65e-06	0.00236	TTTATTTTTTTTTTTTTTGG
L484_025208	Dof	LOC21384641	111-131	-	1.76e-05	0.00272	GTTGTTTTATTTTTTTTTTT
L484_021308	Dof	LOC21384641	135-155	-	3.77e-05	0.0122	AGAAAGGAAGAAGTAACAAG
L484_025208	Dof	LOC21384641	105-125	-	9.5e-05	0.00979	TTATTTTTTTTTTTTTTGA

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_027201	GRAS	LOC21384641	107-126	+	7.67e-05	0.0244	CAAAAAAAAAAAAAATAAA
L484_023454	HD-ZIP	LOC21384641	92-101	-	8.59e-05	0.0319	CGTTGATTGG
L484_003817	MIKC_MADS	LOC21384641	106-119	+	5.68e-05	0.0193	CCAAAAAAAAAAAAA
L484_019417	MIKC_MADS	LOC21384641	104-118	+	9.27e-05	0.0318	CTCCAAAAAAAAAAAA
L484_018377	MYB	LOC21384641	52-61	-	7.7e-06	0.00281	TAGATAAGGC
L484_023094	MYB	LOC21384641	53-65	-	8.56e-06	0.00307	TAAATAGATAAGG
L484_026360	MYB	LOC21384641	51-64	+	4.26e-05	0.0156	AGCCTTATCTATTT
L484_019058	MYB	LOC21384641	48-62	+	6.07e-05	0.0194	GTAAGCCTTATCTAT
L484_027259	MYB_related	LOC21384641	51-65	+	8.76e-06	0.00304	AGCCTTATCTATTTA
L484_024069	MYB_related	LOC21384641	49-63	+	2.87e-05	0.0102	TAAGCCTTATCTATT
L484_017072	MYB_related	LOC21384641	51-65	-	6.3e-05	0.0216	TAAATAGATAAGGCT
L484_013470	MYB_related	LOC21384641	67-76	+	8.89e-05	0.0329	AGACCTAGCA
L484_022972	RAV	LOC21384641	40-56	-	4.77e-05	0.0166	AAGGCTTACTATGTTGG
L484_007070	WOX	LOC21384641	90-99	+	7.01e-05	0.0251	AACCAATCAA

>LOC21407112

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_005589	AP2	LOC21407112	110-129	-	2.88e-06	0.000914	TAGAGAGAGGGAGAGAAAGA
L484_005589	AP2	LOC21407112	112-131	-	6.21e-06	0.000987	GCTAGAGAGAGGGAGAGAAA
L484_005589	AP2	LOC21407112	108-127	-	1.25e-05	0.00104	GAGAGAGGGAGAGAAAGAGA
L484_005589	AP2	LOC21407112	106-125	-	1.31e-05	0.00104	GAGAGGGAGAGAAAGAGAGT
L484_005589	AP2	LOC21407112	15-34	-	1.94e-05	0.00123	TTAAATAAGGAGGAGAGAGA
L484_019400	BBR-BPC	LOC21407112	107-127	+	1.06e-10	3.16e-08	CTCTCTTTCTCTCCCTCTCTC
L484_019276	BBR-BPC	LOC21407112	104-127	-	4.77e-10	1.31e-07	GAGAGAGGGAGAGAAAGAGAGTTT
L484_019276	BBR-BPC	LOC21407112	106-129	-	2.04e-09	2.46e-07	TAGAGAGAGGGAGAGAAAGAGAGT
L484_019276	BBR-BPC	LOC21407112	108-131	-	2.69e-09	2.46e-07	GCTAGAGAGAGGGAGAGAAAGAGA
L484_019400	BBR-BPC	LOC21407112	105-125	+	4.71e-09	7.03e-07	AACTCTCTTTCTCTCCCTCTC
L484_019400	BBR-BPC	LOC21407112	109-129	+	8.16e-09	8.13e-07	CTCTTTCTCTCCCTCTCTCTA
L484_019276	BBR-BPC	LOC21407112	110-133	-	2.53e-08	1.74e-06	GAGCTAGAGAGAGGGAGAGAAAGA
L484_019400	BBR-BPC	LOC21407112	103-123	+	5.94e-08	4.44e-06	TAAACTCTCTTTCTCTCCCTC
L484_019276	BBR-BPC	LOC21407112	102-125	-	1.21e-07	6.64e-06	GAGAGGGAGAGAAAGAGAGTTTAG
L484_019400	BBR-BPC	LOC21407112	111-131	+	1.52e-07	7.68e-06	CTTTCTCTCCCTCTCTCTAGC
L484_019400	BBR-BPC	LOC21407112	113-133	+	1.54e-07	7.68e-06	TTCTCTCCCTCTCTCTAGCTC
L484_019276	BBR-BPC	LOC21407112	114-137	-	2.34e-07	1.07e-05	GTTGGAGCTAGAGAGAGGGAGAGA
L484_019276	BBR-BPC	LOC21407112	112-135	-	1.38e-06	5.43e-05	TGGAGCTAGAGAGAGGGAGAGAAA
L484_019400	BBR-BPC	LOC21407112	115-135	+	1.84e-06	7.84e-05	CTCTCCCTCTCTCTAGCTCCA
L484_019276	BBR-BPC	LOC21407112	100-123	-	5.7e-06	0.000176	GAGGGAGAGAAAGAGAGTTTAGAG
L484_019276	BBR-BPC	LOC21407112	116-139	-	5.77e-06	0.000176	ATGTTGGAGCTAGAGAGAGGGAGA
L484_019400	BBR-BPC	LOC21407112	8-28	+	8.02e-06	0.0003	CCCCAACTCTCTCTCCTCCTT

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_019400	BBR-BPC	LOC21407112	117-137	+	3.07e-05	0.00102	CTCCCTCTCTCTAGCTCCAAC
L484_019276	BBR-BPC	LOC21407112	7-30	-	5.08e-05	0.0014	ATAAGGAGGAGAGAGAGTTGGGGT
L484_019400	BBR-BPC	LOC21407112	10-30	+	6.51e-05	0.00195	CCAACTCTCTCTCCTCTTAT
L484_019400	BBR-BPC	LOC21407112	101-121	+	9.26e-05	0.00252	TCTAAACTCTCTTTCTCTCCC
L484_025451	C2H2	LOC21407112	10-28	+	1.43e-05	0.00306	CCAACTCTCTCTCCTCTT
L484_025451	C2H2	LOC21407112	41-59	+	2.07e-05	0.00306	CATTCTCCTCCACTTCTC
L484_025451	C2H2	LOC21407112	13-31	+	3.32e-05	0.00328	ACTCTCTCTCCTCTTATT
L484_025451	C2H2	LOC21407112	108-126	+	7.48e-05	0.00491	TCTCTTTCTCTCCCTCTCT
L484_008190	C2H2	LOC21407112	105-116	-	8.01e-05	0.0286	AGAAAGAGAGTT
L484_025451	C2H2	LOC21407112	111-129	+	8.29e-05	0.00491	CTTTCTCTCCCTCTCTCTA
L484_024949	GATA	LOC21407112	131-145	-	7.87e-06	0.00287	ATGGAGATGTTGGAG
L484_027201	GRAS	LOC21407112	106-125	-	3.49e-07	0.000103	GAGAGGGAGAGAAAGAGAGT
L484_027201	GRAS	LOC21407112	108-127	-	6.27e-07	0.000103	GAGAGAGGGAGAGAAAGAGA
L484_027201	GRAS	LOC21407112	9-28	-	1.43e-05	0.00156	AAGGAGGAGAGAGAGTTGGG
L484_010123	SBP	LOC21407112	65-75	-	2.99e-06	0.00105	GTTGTACGGAT
L484_024784	SBP	LOC21407112	66-76	+	5.64e-06	0.00198	TCCGTACAACC
L484_018032	SBP	LOC21407112	64-77	-	9.21e-06	0.00338	GGGTTGTACGGATT
L484_014488	SBP	LOC21407112	66-73	+	1.11e-05	0.00396	TCCGTACA
L484_013868	SBP	LOC21407112	66-74	-	5.24e-05	0.0174	TTGTACGGA
L484_010322	SBP	LOC21407112	65-74	-	7.51e-05	0.0246	TTGTACGGAT
L484_011281	SBP	LOC21407112	67-76	+	7.86e-05	0.0261	CCGTACAACC

>LOC21407113

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_005589	AP2	LOC21407113	129-148	-	1.79e-05	0.00601	TGGAGCTAGAGAGAGAGAGA
L484_005589	AP2	LOC21407113	125-144	-	5.65e-05	0.00946	GCTAGAGAGAGAGAGAGAGT
L484_019400	BBR-BPC	LOC21407113	122-142	+	3.36e-09	7.53e-07	TAAACTCTCTCTCTCTCTA
L484_019400	BBR-BPC	LOC21407113	126-146	+	5.47e-09	7.53e-07	CTCTCTCTCTCTCTAGCTC
L484_019400	BBR-BPC	LOC21407113	124-144	+	7.57e-09	7.53e-07	AACTCTCTCTCTCTCTAGC
L484_019276	BBR-BPC	LOC21407113	127-150	-	2.33e-08	6.44e-06	GTTGGAGCTAGAGAGAGAGAGA
L484_019400	BBR-BPC	LOC21407113	120-140	+	1.44e-07	1.07e-05	TCTAACTCTCTCTCTCTCTC
L484_019400	BBR-BPC	LOC21407113	128-148	+	2.07e-07	1.24e-05	CTCTCTCTCTCTAGCTCCA
L484_019276	BBR-BPC	LOC21407113	123-146	-	3.3e-07	3.97e-05	GAGCTAGAGAGAGAGAGAGTTT
L484_019276	BBR-BPC	LOC21407113	125-148	-	4.32e-07	3.97e-05	TGGAGCTAGAGAGAGAGAGAGT
L484_019276	BBR-BPC	LOC21407113	121-144	-	7.48e-07	5.16e-05	GCTAGAGAGAGAGAGAGTTTAG
L484_019276	BBR-BPC	LOC21407113	119-142	-	1.42e-06	7.86e-05	TAGAGAGAGAGAGAGAGTTAGAG
L484_019276	BBR-BPC	LOC21407113	129-152	-	1.9e-06	8.75e-05	ATGTTGGAGCTAGAGAGAGAGAGA
L484_019400	BBR-BPC	LOC21407113	130-150	+	9.81e-06	0.000488	CTCTCTCTCTAGCTCCAAC
L484_019276	BBR-BPC	LOC21407113	117-140	-	2.88e-05	0.00114	GAGAGAGAGAGAGAGTTTAGAGAG
L484_019276	BBR-BPC	LOC21407113	113-136	-	4.41e-05	0.00152	GAGAGAGAGAGTTTAGAGAGAGGA
L484_019400	BBR-BPC	LOC21407113	25-45	+	5.69e-05	0.00242	CCCCAACACTCTCTCCTCCTT
L484_019400	BBR-BPC	LOC21407113	118-138	+	8.48e-05	0.00316	TCTCTAACTCTCTCTCTCTC
L484_017006	C2H2	LOC21407113	25-35	-	1.74e-05	0.00618	GAGTGTGGGG
L484_025451	C2H2	LOC21407113	24-42	+	5.27e-05	0.00649	CCCCAACACTCTCTCCTC
L484_025451	C2H2	LOC21407113	54-72	+	6.78e-05	0.00649	CCCCACCATTCTCCTTCCA
L484_025451	C2H2	LOC21407113	27-45	+	7.3e-05	0.00649	CCAACACTCTCTCCTCCTT
L484_025451	C2H2	LOC21407113	60-78	+	9.91e-05	0.00661	CATTCTCCTTCCACTTCCC

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_011629	ERF	LOC21407113	23-43	+	7.12e-05	0.0232	ACCCCCAACACTCTCTCCTCC
L484_024949	GATA	LOC21407113	144-158	-	7.87e-06	0.00274	ATGGAGATGTTGGAG
L484_014769	GATA	LOC21407113	9-27	+	3.9e-05	0.0135	CATCATCTTTGACAACCCC
L484_027201	GRAS	LOC21407113	121-140	-	1.61e-05	0.00541	GAGAGAGAGAGAGAGTTTAG
L484_005010	MYB	LOC21407113	17-31	+	8e-05	0.0247	TTGACAACCCCCAAC

>LOC21407114

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_005589	AP2	LOC21407114	128-147	-	2.13e-06	0.000731	AAGAAAAAAAAAGGAATAAAAA
L484_005589	AP2	LOC21407114	123-142	-	6.04e-06	0.000904	AAAAAGGAATAAAAAAAAAA
L484_005589	AP2	LOC21407114	121-140	-	8.77e-06	0.000904	AAAGGAATAAAAAAAAAACA
L484_005589	AP2	LOC21407114	129-148	-	1.28e-05	0.000904	AAAGAAAAAAAAAGGAATAAAA
L484_005589	AP2	LOC21407114	130-149	-	1.31e-05	0.000904	AAAAGAAAAAAAAAGGAATAAA
L484_005589	AP2	LOC21407114	125-144	-	1.81e-05	0.00104	AAAAAAGGAATAAAAAAAAA
L484_005589	AP2	LOC21407114	116-135	-	3.8e-05	0.00187	AATAAAAAAAAAACAACACT
L484_005589	AP2	LOC21407114	131-150	-	5.73e-05	0.00246	CAAAAGAAAAAAAAAGGAATAA
L484_005589	AP2	LOC21407114	119-138	-	7.17e-05	0.00274	AGGAATAAAAAAAAAACAAC
L484_019276	BBR-BPC	LOC21407114	126-149	-	7.78e-05	0.0136	AAAAGAAAAAAAAAGGAATAAAAAA
L484_019276	BBR-BPC	LOC21407114	124-147	-	8.04e-05	0.0136	AAGAAAAAAAAAGGAATAAAAAAAAA
L484_022662	bHLH	LOC21407114	36-45	+	4.96e-05	0.0187	TGCCATGTGC
L484_025451	C2H2	LOC21407114	10-28	-	3.88e-05	0.0135	CCTTGTCAAATTCCTCCCC
L484_001930	CPP	LOC21407114	157-166	+	2.2e-05	0.00836	AATTTGAATG
L484_021308	Dof	LOC21407114	123-143	-	2.09e-07	7.29e-05	AAAAAAGGAATAAAAAAAAAA
L484_014436	Dof	LOC21407114	122-142	+	6.8e-07	0.000225	GTTTTTTTTTATTCCTTTTT
L484_008109	Dof	LOC21407114	128-148	-	9.71e-07	0.000335	AAAGAAAAAAAAAGGAATAAAAA
L484_014436	Dof	LOC21407114	130-150	+	1.44e-06	0.000238	TTTATTCCTTTTTTCTTTTG
L484_021308	Dof	LOC21407114	131-151	-	2.74e-06	0.000477	CCAAAAGAAAAAAAAAGGAATAA
L484_005785	Dof	LOC21407114	131-151	-	3.42e-06	0.00116	CCAAAAGAAAAAAAAAGGAATAA
L484_008599	Dof	LOC21407114	131-149	-	4.71e-06	0.00166	AAAAGAAAAAAAAAGGAATAA
L484_021308	Dof	LOC21407114	122-142	-	8.71e-06	0.00101	AAAAAGGAATAAAAAAAAAAAC
L484_015022	Dof	LOC21407114	131-151	-	1.13e-05	0.00393	CCAAAAGAAAAAAAAAGGAATAA
L484_025208	Dof	LOC21407114	123-143	+	1.15e-05	0.00178	TTTTTTTTTATTCCTTTTTT
L484_025208	Dof	LOC21407114	124-144	+	1.53e-05	0.00178	TTTTTTTTTATTCCTTTTTT
L484_025208	Dof	LOC21407114	125-145	+	1.59e-05	0.00178	TTTTTTTTTATTCCTTTTTTC
L484_025208	Dof	LOC21407114	122-142	+	2.44e-05	0.00206	GTTTTTTTTTATTCCTTTTT
L484_016668	Dof	LOC21407114	130-143	-	2.78e-05	0.0102	AAAAAAGGAATAAA
L484_008109	Dof	LOC21407114	136-156	-	5.85e-05	0.0101	CAGCCCCAAAAGAAAAAAAAAGG

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_025208	Dof	LOC21407114	133-153	+	6.03e-05	0.00359	ATTCCTTTTTTCTTTGGGG
L484_025208	Dof	LOC21407114	119-139	+	6.39e-05	0.00359	GTTGTTTTTTTTTATTCCTT
L484_009894	G2-like	LOC21407114	126-140	+	6.53e-05	0.024	TTTTTTATTCCTT
L484_024949	GATA	LOC21407114	83-97	+	9.76e-05	0.0357	GTGGCTGGAATGGTG
L484_003817	MIKC_MADS	LOC21407114	138-151	-	4.21e-05	0.0148	CCAAAAGAAAAAA
L484_027583	Trihelix	LOC21407114	94-101	+	6.17e-05	0.0117	GGTGAACC
L484_027583	Trihelix	LOC21407114	94-101	-	6.17e-05	0.0117	GGTTCACC
L484_026456	YABBY	LOC21407114	174-181	-	6.07e-05	0.0223	TATGATTA
L484_014588	ZF-HD	LOC21407114	170-184	-	7.17e-05	0.0267	AAATATGATTAAGAC

>LOC21407115

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_005589	AP2	LOC21407115	126-145	-	4.68e-06	0.00122	GCTAGAGAGAGAGAGAGAGA
L484_005589	AP2	LOC21407115	124-143	-	7.33e-06	0.00122	TAGAGAGAGAGAGAGAGAGT
L484_005589	AP2	LOC21407115	130-149	-	1.79e-05	0.002	TGGAGCTAGAGAGAGAGAGA
L484_019400	BBR-BPC	LOC21407115	123-143	+	3.42e-11	1.02e-08	AACTCTCTCTCTCTCTCTA
L484_019400	BBR-BPC	LOC21407115	125-145	+	2.15e-10	3.19e-08	CTCTCTCTCTCTCTCTAGC
L484_019400	BBR-BPC	LOC21407115	121-141	+	1.06e-09	1.05e-07	TAAACTCTCTCTCTCTCTC
L484_019276	BBR-BPC	LOC21407115	122-145	-	4.92e-09	1.2e-06	GCTAGAGAGAGAGAGAGAGTTT
L484_019400	BBR-BPC	LOC21407115	127-147	+	5.47e-09	4.06e-07	CTCTCTCTCTCTCTAGCTC
L484_019276	BBR-BPC	LOC21407115	124-147	-	8.86e-09	1.2e-06	GAGCTAGAGAGAGAGAGAGAGT
L484_019276	BBR-BPC	LOC21407115	128-151	-	2.33e-08	2.11e-06	GTTGGAGCTAGAGAGAGAGAGA
L484_019276	BBR-BPC	LOC21407115	120-143	-	7.03e-08	4.78e-06	TAGAGAGAGAGAGAGAGAGTTAG
L484_019276	BBR-BPC	LOC21407115	126-149	-	9.26e-08	5.03e-06	TGGAGCTAGAGAGAGAGAGAGA
L484_019400	BBR-BPC	LOC21407115	119-139	+	1.44e-07	8.55e-06	TCTAAACTCTCTCTCTCTC
L484_019276	BBR-BPC	LOC21407115	118-141	-	1.5e-07	6.81e-06	GAGAGAGAGAGAGAGAGTTTAGAG
L484_019400	BBR-BPC	LOC21407115	129-149	+	2.07e-07	1.03e-05	CTCTCTCTCTCTAGCTCCA
L484_019276	BBR-BPC	LOC21407115	130-153	-	1.9e-06	7.38e-05	ATGTTGGAGCTAGAGAGAGAGAGA
L484_019400	BBR-BPC	LOC21407115	131-151	+	9.81e-06	0.000416	CTCTCTCTCTAGCTCCAAC
L484_019276	BBR-BPC	LOC21407115	116-139	-	2.88e-05	0.000979	GAGAGAGAGAGAGAGTTTAGAGAG
L484_019276	BBR-BPC	LOC21407115	112-135	-	4.41e-05	0.00133	GAGAGAGAGAGTTTAGAGAGAGGA
L484_019400	BBR-BPC	LOC21407115	24-44	+	5.69e-05	0.00211	CCCCAACACTCTCTCCTCCTT
L484_019400	BBR-BPC	LOC21407115	117-137	+	8.48e-05	0.0028	TCTCTAAACTCTCTCTCTCTC
L484_017006	C2H2	LOC21407115	24-34	-	1.74e-05	0.00618	GAGTGTGGGG

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_025451	C2H2	LOC21407115	23-41	+	5.27e-05	0.00623	CCCCCAACTCTCTCCTC
L484_025451	C2H2	LOC21407115	53-71	+	6.78e-05	0.00623	CCCCACCATTCTCCTCCA
L484_025451	C2H2	LOC21407115	26-44	+	7.3e-05	0.00623	CCAACACTCTCTCCTCTT
L484_025451	C2H2	LOC21407115	59-77	+	9.91e-05	0.00635	CATTCTCCTTCCACTTCCC
L484_011629	ERF	LOC21407115	22-42	+	7.12e-05	0.0231	ACCCCCAACTCTCTCCTCC
L484_024949	GATA	LOC21407115	145-159	-	7.87e-06	0.00275	ATGGAGATGTTGGAG
L484_014769	GATA	LOC21407115	8-26	+	3.9e-05	0.0136	CATCATCTTTGACAACCCC
L484_027201	GRAS	LOC21407115	124-143	-	5.34e-06	0.0018	TAGAGAGAGAGAGAGAGAGT
L484_027201	GRAS	LOC21407115	120-139	-	1.61e-05	0.0027	GAGAGAGAGAGAGAGTTTAG
L484_027201	GRAS	LOC21407115	122-141	-	3.77e-05	0.00423	GAGAGAGAGAGAGAGAGTTT
L484_005010	MYB	LOC21407115	16-30	+	8e-05	0.0241	TTGACAACCCCCAAC

>LOC21409963

Motif	Family	Seq ID	Position	Strand	p-value	q-value	Matched sequence
L484_024385	ARF	LOC21409963	70-90	-	1.56e-05	0.00529	TTTTTGAGTGTGGGAGGGAAA
L484_019276	BBR-BPC	LOC21409963	56-79	-	1.08e-05	0.00299	GGGAGGGAAAGAAGTGGAAGTGA
L484_019400	BBR-BPC	LOC21409963	65-85	+	2.5e-05	0.00718	ACTTCTTCCCTCCCACACTC
L484_019400	BBR-BPC	LOC21409963	61-81	+	5.09e-05	0.0073	TTCCACTTCTTCCCTCCCAC
L484_019276	BBR-BPC	LOC21409963	58-81	-	6.36e-05	0.00882	GTGGGAGGGAAAGAAGTGGAAGTG
L484_025451	C2H2	LOC21409963	57-75	+	7.19e-06	0.00198	CCACTTCCACTTCTTTCCC
L484_003682	C2H2	LOC21409963	58-68	+	1.14e-05	0.00408	CACTTCCACTT
L484_025451	C2H2	LOC21409963	63-81	+	3.37e-05	0.00415	CCACTTCTTCCCTCCCAC
L484_017006	C2H2	LOC21409963	75-85	-	3.96e-05	0.0138	GAGTGTGGGAG
L484_025451	C2H2	LOC21409963	60-78	+	4.53e-05	0.00415	CTTCCACTTCTTCCCTCC
L484_003682	C2H2	LOC21409963	75-85	+	6.06e-05	0.0108	CTCCCACTC
L484_017006	C2H2	LOC21409963	33-43	-	7.71e-05	0.0138	GAGTGAAATGA
L484_016920	Dof	LOC21409963	178-188	-	7.7e-05	0.0286	GAAAAAGGAAT
L484_012044	G2-like	LOC21409963	175-185	-	2.75e-06	0.000984	AAAGGAATGTT
L484_009894	G2-like	LOC21409963	171-185	+	5.54e-06	0.00197	CCCAAACATTCTTT
L484_024949	GATA	LOC21409963	119-133	-	4.11e-06	0.00147	ATGGTTGGGATGATG
L484_007753	GATA	LOC21409963	116-134	+	6.98e-05	0.0249	TATCATCATCCCAACCATT
L484_011278	MYB	LOC21409963	121-139	+	2.7e-05	0.00867	TCATCCCAACCATTTACC
L484_015941	MYB	LOC21409963	121-139	-	4.07e-05	0.0126	GGTAAAATGGTTGGGATGA

# Supplementary material for: Transcriptional Regulation of the Phenylalanine Ammonia-Lyase (PAL) Gene Family in Mulberry Under Chitosan-Induced Stress
**Source:** Plants (Basel). 2025 Sep 5;14(17):2783. doi: 10.3390/plants14172783
**Supplement:** Supplementary file 1

Table S2: List of TFs predicted by FootprintDB to bind to conserved sequence motifs A through C

This analysis employed a STAMP E-value threshold of $1e-03$. Both this threshold and the DNA motif similarity scores were determined through BLASTP alignments against the 3D-footprint library. The calculations were based on the sum of the Pearson correlation coefficients of the aligned DNA motif positions, using data from the library accessible at floresta.eead.csic.es/3dfootprint/download/list_interface2dna.txt.

In the results presentation, rows are color-coded to indicate threshold compliance. Green-colored rows indicate sequences that successfully passed the twilight threshold.

The twilight threshold corresponds to specific identity and similarity thresholds. These were calculated for each sequence alignment by establishing cut-off values that progressively left 95%, 90%, and 75% of dissimilar TF-DNA complexes below the selected value, as detailed in Sebastian and Contreras-Moreira's 2013 publication (<https://doi.org/10.1093/nar/gks1301>).

For the footprintDB PWM / Consensus column interpretation, the display follows a specific format. The upper row shows the motif sequence within the PAL promoter, while the lower row displays the binding site of the TF candidate that footprintDB predicts could potentially bind to the motif. The matching bases between the motif and the TF binding site are represented in uppercase letters, while any mismatched bases are shown in lowercase.

The base letters presented follow the IUPAC nucleotide code:

IUPAC nucleotide code	Base
**A**	Adenine
**C**	Cytosine
**G**	Guanine
**T**	Thymine
**R**	A or G
**Y**	C or T
**S**	G or C
**W**	A or T
**K**	G or T
**M**	A or C
**B**	C or G or T
**D**	A or G or T
**H**	A or C or T
**V**	A or C or G
**N**	any base
-	gap

FootprintDB result of motif A
LOC21384641_motif A

Query: **DNA** TCCCTCTGTGGGGCCCAC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
MA1284.2 : TCP1	JASPAR 2024	2.2e-16	10.80 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----gkGGGrCCCAC
MA1287.2 : TCP21	JASPAR 2024	2.2e-16	10.80 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----gTGGGkCCCAC
MA1288.2 : TCP22	JASPAR 2024	1.1e-15	10.64 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----rTGGGkCCCAC
M0758 : At2g45680.ampDAP / T08434;	AthalianaCistrome v4_May2016	1.3e-14	10.39 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----gTGGGkCCCAC
M0757 : At5g08330.ampDAP / T21230;	AthalianaCistrome v4_May2016	3.1e-14	10.70 / 11	**TCCCTCTGTGGGGCCCAC-**<br>-----rTgGGkCCCACw
M1649_1.02 : AT5G51910 / T151061_1.02	CISBP 1.02	5.6e-14	9.77 / 10	**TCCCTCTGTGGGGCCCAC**<br>-----tgGGsCCCAC
MA1063.1 : TCP19	JASPAR 2024	5.7e-14	9.77 / 10	**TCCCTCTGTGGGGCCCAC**<br>-----tgGGsCCCAC
M0759 : T13995; / TCP20.ampDAP	AthalianaCistrome v4_May2016	1.5e-13	10.52 / 11	**TCCCTCTGTGGGGCCCAC-**<br>-----gTGGGkCCCACm
MA1291.1 / M0754 : TCP7 / T23707; / TCP7.DAP	JASPAR 2024<br>AthalianaCistrome v4_May2016	2.6e-13	10.06 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----GTGGGrCCCAY
MA1285.2 : TCP9	JASPAR 2024	6.2e-13	9.97 / 11	**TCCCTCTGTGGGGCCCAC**<br>-----GTGGGaCCCAC

FootprintDB result of motif A
LOC24107112_motif A

Query: DNA TCCCACCATGCACCCCAG

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
5zyz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----tGCATg-----
6j9a_A : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----tGCATG-----
5yzz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----tGCATG-----
6j9b_A : B3 domain-containing transcription factor FUS3	3D-footprint 20231221	3.7e-07	5.99 / 6	**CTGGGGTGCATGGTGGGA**<br>-----tGCATg-----
6j9c_D : B3 domain-containing transcription factor LEC2	3D-footprint 20231221	4.8e-07	5.96 / 6	**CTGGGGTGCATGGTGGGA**<br>-----tGCATG-----
MA0581.2 : LEC2	JASPAR 2024	1.0e-06	5.87 / 6	**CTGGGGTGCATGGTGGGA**<br>-----vGCATG-----

FootprintDB result of motif A
LOC21407113_motif A

Query: **DNA** **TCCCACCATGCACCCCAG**

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
5yzy_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----t **GCAT** g-----
6j9a_A : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----t **GCATG** -----
5yzz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>-----t **GCATG** -----
6j9b_A : B3 domain-containing transcription factor FUS3	3D-footprint 20231221	3.7e-07	5.99 / 6	**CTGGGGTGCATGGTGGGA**<br>-----t **GCAT** g-----
6j9c_D : B3 domain-containing transcription factor LEC2	3D-footprint 20231221	4.8e-07	5.96 / 6	**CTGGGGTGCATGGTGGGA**<br>-----t **GCATG** -----
MA0581.2 : LEC2	JASPAR 2024	1.0e-06	5.87 / 6	**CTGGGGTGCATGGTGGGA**<br>-----y **GCATG** -----

FootprintDB result of motif A
 LOC21407114_motif A

Query: DNA TCACACACTGCCCCACAC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
EEAD0078 : CORE	EEADannot 2023-12-22	4.4e-05	5.00 / 5	GTGTGGGGGCAGTGTGTGA<br>-----TGTGA
UN0842.1 : ZAT7	JASPAR 2024	7.5e-05	4.93 / 5	GTGTGGGGGCAGTGTGTGA<br>-----AGTGt---
MA1063.2 : TCP19	JASPAR 2024	1.1e-04	6.15 / 8	GTGTGGGGGCAGTGTGTGA<br>--GTGGGsCC-----
UN0839.1 : TRFL5	JASPAR 2024	2.3e-04	5.60 / 7	GTGTGGGGGCAGTGTGTGA<br>---TAGGGCa-----

FootprintDB result of motif A
LOC21407115_motif A

Query: **DNA** **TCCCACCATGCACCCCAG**

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
5zyz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **tGCATg** -----
6j9a_A : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **tGCATG** -----
5yzz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **tGCATG** -----
6j9b_A : B3 domain-containing transcription factor FUS3	3D-footprint 20231221	3.7e-07	5.99 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **tGCATg** -----
6j9c_D : B3 domain-containing transcription factor LEC2	3D-footprint 20231221	4.8e-07	5.96 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **tGCATG** -----
MA0581.2 : LEC2	JASPAR 2024	1.0e-06	5.87 / 6	**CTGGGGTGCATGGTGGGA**<br>----- **yGCATG** -----

FootprintDB result of motif A
LOC21409963_motif A

Query: DNA TTCCACATGCACCACAC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
MA0565.3 : FUS3	JASPAR 2024	7.3e-09	7.00 / 7	GTGTGGTGCATGTGGGAA<br>-----TGCATGT-----
M0162_1.02 : SPT / T012466_1.02	CISBP 1.02	1.4e-07	7.63 / 9	GTGTGGTGCATGTGGGAA<br>-----gCACGTGsg--
MA1061.1 : SPT	JASPAR 2024	1.4e-07	7.63 / 9	GTGTGGTGCATGTGGGAA<br>-----gCACGTGsg--
5yzy_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	GTGTGGTGCATGTGGGAA<br>-----tGCATg-----
6j9a_A : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	GTGTGGTGCATGTGGGAA<br>-----tGCATG-----
5yzz_C : B3 domain-containing transcription repressor VAL1	3D-footprint 20231221	3.4e-07	6.00 / 6	GTGTGGTGCATGTGGGAA<br>-----tGCATG-----
6j9b_A : B3 domain-containing transcription factor FUS3	3D-footprint 20231221	3.7e-07	5.99 / 6	GTGTGGTGCATGTGGGAA<br>-----tGCATg-----
6j9c_D : B3 domain-containing transcription factor LEC2	3D-footprint 20231221	4.8e-07	5.96 / 6	GTGTGGTGCATGTGGGAA<br>-----tGCATG-----
MA0581.2 : LEC2	JASPAR 2024	1.0e-06	5.87 / 6	GTGTGGTGCATGTGGGAA<br>-----yGCATG-----

FootprintDB result of motif B
LOC21384641_Motif B

Query: DNA CACGCAAACCAAAGCA

footprintDB template	Source	STAMP<br>e-value	Motif<br>similarity	footprinDB PWM /<br>Consensus
M1405_1.02 : ANAC079 / T127990_1.02	CISBP 1.02	6.5e-07	6.87 / 7	**TGCTTTGGTTTGC** **GTG** -<br>----- **TTGCGT** **Rt**
MA0939.1 : NAC079 / NAC080	JASPAR<br>2024	6.5e-07	6.87 / 7	**TGCTTTGGTTTGC** **GTG** -<br>----- **TTGCGT** **Rt**
MA0938.1 : NAC058	JASPAR<br>2024	7.4e-07	6.85 / 7	**TGCTTTGGTTTGC** **GTG** -<br>----- **TtGCKT** **gy**
MA1415.1 : REF6	JASPAR<br>2024	1.7e-06	7.87 / 11	**TGCTTTGGTTTGC** **GTG**<br>tr **CTCTGTTT** **y** -----
MA0936.1 : NAC046 / T11I18.17	JASPAR<br>2024	5.3e-06	6.57 / 7	**TGCTTTGGTTTGC** **GTG** -<br>----- **TkgCGT** **Rt**
M1408_1.02 : ANAC100 / T128011_1.02	CISBP 1.02	1.7e-05	7.11 / 9	**TGCTTTGGTTTGC** **GTG** -<br>----- **grtwreckT** **ry**
MA1043.2 : NAC083	JASPAR<br>2024	2.0e-05	5.95 / 7	**TGCTTTGGTTTGC** **GTG**<br>----- **TTrCGT** **r**
UP00576A_1 : NTL6 / transcription factor NTL6	UniPROBE<br>20160601	2.3e-05	7.68 / 9	**TGCTTTGGTTTGC** **GTG** -<br>--<br>----- **GgTTGCGTGT** **as**
UP00572A_3 : ANAC092 / ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 2 / ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 6 / Arabidopsis NAC domain containing protein 92 / ATNAC2 / MIJ24_11 / MIJ24.11 / NAC-domain transcription factor / NAC6 / ORE1 / ORESARA 1	UniPROBE<br>20160601	2.5e-05	7.66 / 9	**TGCTTTGGTTTGC** **GTG** -<br>--<br>----- **GGTTGCGTGT** **wg**

FootprintDB result of motif B
 LOC24107112_Motif B

Query: DNA CAGCCAAATCACAGCC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
EEAD0078 : CORE	EEADannot 2023-12-22	3.3e-05	5.00 / 5	GGCTGTGATTTGGCTG<br>---TGTGA-----
M0464 : T08131; /<br>WLIM2A.DAP	AthalianaCistrome<br>v4_May2016	4.9e-05	5.81 / 7	GGCTGTGATTTGGCTG<br>-----sATTTGA---
UN0862.1 : HAT3	JASPAR 2024	3.9e-04	4.99 / 6	GGCTGTGATTTGGCTG<br>---TGATT---r---

FootprintDB result of motif B
 LOC21407113_Motif B

Query: DNA CAGCCAAATCACAGCC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
EEAD0078 : CORE	EEADannot 2023-12-22	3.3e-05	5.00 / 5	GGCTGTGATTTGGCTG<br>---TGTGA-----
M0464 : T08131; /<br>WLIM2A.DAP	AthalianaCistrome<br>v4_May2016	4.9e-05	5.81 / 7	GGCTGTGATTTGGCTG<br>-----sATTTGA---
UN0862.1 : HAT3	JASPAR 2024	3.9e-04	4.99 / 6	GGCTGTGATTTGGCTG<br>---TGATT---r---

FootprintDB result of motif B
LOC21407114_Motif B

Query: DNA CAGCCAAAAGAAGGCC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
MA0563.2 : SEP3	JASPAR 2024	1.4e-06	7.53 / 10	<u>CAGCCAAAAGAAGGCC</u><br>---CCAAAAAwrG---
MA1272.3 : DOF2.2	JASPAR 2024	3.7e-04	5.00 / 6	<u>CAGCCAAAAGAAGGCC</u><br>---AAAAAG-----

FootprintDB result of motif B
 LOC21407115_Motif B

Query: DNA CAGCCAAATCACAGCC

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
EEAD0078 : CORE	EEADannot 2023-12-22	3.3e-05	5.00 / 5	GGCTGTGATTTGGCTG<br>---TGTGA-----
M0464 : T08131; /<br>WLIM2A.DAP	AthalianaCistrome<br>v4_May2016	4.9e-05	5.81 / 7	GGCTGTGATTTGGCTG<br>-----sATTTGA---
UN0862.1 : HAT3	JASPAR 2024	3.9e-04	4.99 / 6	GGCTGTGATTTGGCTG<br>---TGATT---r---

FootprintDB result of motif B
LOC21409963_Motif B

Query: DNA CCGCCAGAGCTCAGCA

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
MA0579.2 : CDC5	JASPAR 2024	9.7e-06	6.89 / 8	- **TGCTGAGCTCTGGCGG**<br><u>sCGCTGAGs</u> -----
5wx9_A : Ethylene-responsive transcription factor ERF096	3D-footprint 20231221	3.2e-05	7.00 / 7	**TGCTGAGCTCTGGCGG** --<br>-<br>----- <u>CTGGcGGCTa</u>
ERF1 / ERF2 / ERF5 : ERF1 / ERF2 / ERF5	Athamap 20091028	1.6e-04	6.00 / 6	**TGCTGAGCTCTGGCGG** --<br>----- <u>TGGCGGCT</u>
MA0567.1 : ERF1B	JASPAR 2024	2.2e-04	5.94 / 6	**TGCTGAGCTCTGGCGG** --<br>----- <u>tGGCGGck</u>
MA1004.1 : ERF13	JASPAR 2024	3.1e-04	5.88 / 6	**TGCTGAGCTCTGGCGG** --<br>----- <u>vGgCGGCs</u>

FootprintDB result of motif C
LOC21384641_Motif C

Query: DNA CTAGCACTCTATGTAGCT

footprintDB template	Source	STAMP e-value	Motif similarity	footprinDB PWM / Consensus
MA1797.1 : RAV2	JASPAR 2024	1.6e-05	6.46 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>tATGTTGC</u> -
M0013_1.02 : T000607_1.02 / TEM2	CISBP 1.02	1.6e-05	6.46 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>kATGTTGC</u> -
MA1800.1 : TEM1	JASPAR 2024	2.4e-05	6.40 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>wATGTTGC</u> -
M0008_1.02 : T000590_1.02 / TEM1	CISBP 1.02	2.4e-05	6.40 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>wATGTTGC</u> -
MA1381.2 : AT3G46070	JASPAR 2024	3.4e-05	5.91 / 7	<u>CTAGCACTCTATGTAGCT</u><br>-- <u>TCACTct</u> -----
UN0397.1 : EDF3	JASPAR 2024	6.0e-05	6.25 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>TmTGTTGy</u> -
M0081_1.02 : EDF3 / T004631_1.02	CISBP 1.02	6.0e-05	6.25 / 8	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>TmTGTTGy</u> -
UN0407.2 : REM1	JASPAR 2024	3.1e-04	5.54 / 7	<u>CTAGCACTCTATGTAGCT</u><br>----- <u>GwTGTA</u> G--

FootprintDB result of motif C
LOC24107112_Motif C

Query: DNA CTCTCCCTCTCTCTAGCT

footprintDB template	Source	STAMP<br>e-value	Motif<br>similarity	footprinDB PWM / Consensus
MA1402.1 / M0151 :<br>BPC6 / BPC6.DAP /<br>T22052;	JASPAR 2024<br>AthalianaCistrome<br>v4_May2016	0	14.00 / 18	- **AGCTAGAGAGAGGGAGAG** --<br>**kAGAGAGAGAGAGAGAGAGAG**
MA1403.1 / M0152 :<br>BPC5 / BPC5.DAP /<br>T20837;	JASPAR 2024<br>AthalianaCistrome<br>v4_May2016	0	14.01 / 18	-- **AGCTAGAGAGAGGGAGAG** -----<br>**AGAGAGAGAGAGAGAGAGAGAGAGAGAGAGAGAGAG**
MA1404.1 / M0150 :<br>BPC1 / BPC1.DAP /<br>T10218;	JASPAR 2024<br>AthalianaCistrome<br>v4_May2016	0	13.99 / 18	--- **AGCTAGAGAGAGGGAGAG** ---<br>**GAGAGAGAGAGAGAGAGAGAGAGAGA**
M0713 : FRS9.DAP /<br>T19961;	AthalianaCistrome<br>v4_May2016	0	13.82 / 18	--- **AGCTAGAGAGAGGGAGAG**<br>**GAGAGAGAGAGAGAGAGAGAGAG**
M0149 :<br>BPC1.ampDAP /<br>T10218;	AthalianaCistrome<br>v4_May2016	1.1e-16	12.52 / 15	**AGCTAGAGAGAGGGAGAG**<br>--- **rAGAGAGAGArAGAg**
M0153 :<br>BPC5.ampDAP /<br>T20837;	AthalianaCistrome<br>v4_May2016	1.1e-16	13.93 / 18	----- **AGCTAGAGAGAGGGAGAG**<br>**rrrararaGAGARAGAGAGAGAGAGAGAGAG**
MA1381.2 :<br>AT3G46070	JASPAR 2024	2.5e-04	5.58 / 7	**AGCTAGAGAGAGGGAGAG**<br>--- **agAGTGA** ---

FootprintDB result of motif C
LOC21407113_Motif C

Query: **DNA** CTCTCTCTCTCTCTAGCT

How the deposited data were processed for this re-analysis (not part of the article)

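Whole roots of *Morus* 'Sakonnakorn' were measured by RNA sequencing in 9 libraries, 3 from cuttings treated with chitosan (0.04% *w*/*v*, 14 days), 3 from cuttings in full-nutrient (FN) medium and 3 from cuttings labelled as grown without nitrogen (minus N). The labels place the cuttings at 2.5 months of growth before treatment. The authors obtained the deposited values, raw counts for each transcript, by trimming with Trimmomatic, aligning with HISAT2 2.1.0 to the *M. notabilis* genome ASM41409v2 and counting with StringTie 2.1.3b, without normalization. The processing notes of the submitters name DESeq2 and a mouse genome build, whereas the deposited locus names are those of *M. notabilis*, and the paper names no test for differential expression. The deposited transcript lengths are in bases. All 9 sample columns were used, and 0 sample columns were left unmapped.

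From the deposited counts, values of all transcripts of a gene were summed, which gave 24448 genes from 31302 transcripts. Genes with at least 10 counts over the 6 libraries of a comparison were kept, 18816 for chitosan against FN, 19197 for minus N against FN and 19122 for chitosan against minus N. Each comparison was fitted on its own 6 libraries with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM scaling, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. CPM and log2 fold changes were computed here from the deposited counts. A prior count of 2 entered log2 CPM values, as used for camera, fry and the check of overlap, and not the CPM or the log2 fold changes. TPM was computed here from the deposited counts and transcript lengths, and the ratio of mean TPM between groups was tested by an exact permutation test on log2(TPM + 1). The deposited table holds neither log2 values nor TPM.

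33 gene lists were defined by patterns in the gene descriptions and tested with camera of limma 3.58.1, at a preset correlation of 0.01 between genes, and beside it with an estimated correlation and with fry. The lists, the tests, the alternatives and the rule for the genes named were fixed before the data were examined, although the paper's tables for its own genes had been read. The rule takes the genes of Figure 5, the Figure 3a candidates matched by description, the 10 genes with the highest and the 10 with the lowest log2 fold change among those past the test, with a mean of at least 50 counts, no overlap between groups and a known description, and from each list up to 3 members past the test and the member with the most counts. 3 genes were named outside this rule, after their values were seen: LOC112094761, as the *PAL* gene that the paper does not list, the nitrate transporter 2.5 gene and the sulfate transporter 1.2 gene.

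The alternatives were RLE scaling, library totals, DESeq2 1.42.0, limma-voom, limma on log2(TPM + 1), no count filter, the filter of edgeR's filterByExpr, a fit of all 9 libraries, the replicate number as a block, transcripts in place of genes, a log2 fold change of at least 1, and each library left out in turn. Leaving out ribosomal RNA was added after the data had been seen, as was the correlation of transcription factors with summed *PAL* inside the groups, taken on log2(CPM + 1) less the group mean with all permutations within groups. On simulated counts with the means and library sizes of the chitosan and FN libraries, edgeR recovered 33 of 100 genes changed 4-fold and 0 of 100 changed 2-fold, with 3 false calls among 36. Only these genes of 18816 were changed, drawn at random, so the recovery holds for that share of changed genes. The lowest depth was 7264053 counts and the highest 17827065. With 3 libraries against 3, the smallest two-sided p of a permutation test is 0.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.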

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

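The tests with FN replicate 1 or 2 left out, the test of the share of chitosan RNA, the tests of labels and of a library batch, and the nitrate transporter 2.5 values were chosen only after the results were seen, whereas the splits, the scaling test and the other tests for mixed RNA were set before.

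With chitosan, 370 genes passed the edgeR test outside the genes that the paper discusses, and 354 of them were higher. The other splits of the 6 libraries gave at most 0 genes, so 1 of 10 splits reached the real value, and for the gene lists 2 of 10 splits did (11 lists against at most 12 in another split), which are too few splits for a share under 0.05. Over these other splits, which mix the groups, camera called 6 to 12 lists, so its calls at the preset correlation do not set chitosan apart. Of 3 technical explanations of the excess of higher genes, scaling alone is argued against, since at least 89.4% of called genes were higher with RLE scaling or library totals. A separate preparation of FN replicate 2 and the distance of FN replicate 1 from the other libraries are argued against as the whole cause, since 94.04% of the genes called without FN replicate 2 and 95.4% of those called without FN replicate 1 were higher. Over the 2244 genes with an unadjusted p under 0.05 the share was 70.5%. No gene passed without chitosan replicate 1, chitosan replicate 2 or FN replicate 3, which leaves the percentage without values there. Without FN replicate 3 all 354 genes kept a log2 fold change above 0, with a median of 1.93 against 1.99 over the 6 libraries. They had been chosen with that library included, so this is not independent evidence. A response to chitosan remains a hypothesis.

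Without nitrogen, the gene described as high affinity nitrate transporter 2.5 (LOC21410339), of a family that takes up nitrate at low supply, was at 77.4 ± 32.3 CPM (SD, n = 3) against 13.7 ± 4.43 CPM in FN medium, in a group that the paper does not report on. Its log2 fold change was 2.54 (standard error 0.43, adjusted p = 0.159 from edgeR), and it was higher in 3 of 3 libraries. No gene passed edgeR in this comparison, while 1945 had an unadjusted p under 0.05, DESeq2 called 720 and limma on TPM 6. All 10 of 10 splits gave 0 genes, the highest of the other splits included, and 3 of 10 splits gave at least the 11 lists of the real one (at most 12), too few splits for a share under 0.05. The other splits, which mix the groups, gave 5 to 12 lists past camera.

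Minus N replicate 2 had *PAL* and *NAC083* at the level of the chitosan libraries. Its log2 CPM of nitrate transporter 2.5 was 5.64 above the highest chitosan library. This cannot exclude a chitosan library with a wrong label, since the gene was chosen after its level in minus N replicate 2 was seen. RNA of a chitosan plant mixed into it cannot be told apart from a response of that plant, since 93.2% of 251 genes raised by chitosan lay past the midpoint towards chitosan, and 79.4% of the 567 genes called between chitosan and minus N replicates 1 and 3 did, a value between the bounds set for and against. The sulfate transporter 1.2 gene (LOC21395253), at 77.3 to 98.3 CPM in the chitosan libraries, was at 2.30 CPM in it. For *PAL* to reach its level by mixing, chitosan RNA would make up at least 84.1% of the library. A test of every gene against that share sets this 1 library against the chitosan libraries, so it cannot decide the question. By that fit sulfate transporter 1.2 lay at a log2 value of -4.96 from the share. In chitosan replicates 1 to 3, taken in the same way, it lay at 0.14, 0.033 and 0.56. This goes against mixing at that share, but for 1 gene picked after its values were seen. The 354 genes raised by chitosan had medians of 0.91, 2.05 and 0.29 above the FN mean on the log2 scale in minus N replicates 1 to 3, part of which may come from the choice of these genes on the same FN libraries. That they are on in roots that were given no chitosan remains a hypothesis.

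FN replicate 2 shared its depth and its low share of ribosomal RNA with the minus N libraries. Its log2 CPM of nitrate transporter 2.5 lay nearer to the other FN libraries than to the minus N libraries by 1.60. This cannot exclude a minus N library with a wrong label, since the gene was chosen after its level in FN replicate 2 was seen. A library batch that sets the expression profile cannot be told apart, since its correlation with FN replicate 3 exceeded its highest correlation with a minus N library by 0.00535, against an SD of 0.0303 between the correlations within groups. No biological explanation was tested.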

How the results depend on the processing

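Leaving out ribosomal RNA was chosen only after the data were seen. The count of genes changed with chitosan, 370 with edgeR, was 357 with RLE scaling, 358 with limma-voom, 379 without a count filter, 369 with filterByExpr and 370 without ribosomal RNA or at a log2 fold change of at least 1. It was 170 with library totals, 1097 with DESeq2, 203 with limma on TPM, 0 with 9 libraries in one fit (2253 at an unadjusted p under 0.05) and 94 for single transcripts. The cause was not tested. DESeq2 called 4 *PAL* genes and *NAC083* (log2 fold change 1.48). For minus N against FN, 0 genes with edgeR (1945 at an unadjusted p under 0.05) became 720 with DESeq2, 6 with limma on TPM and 57 with 9 libraries in one fit. For chitosan against minus N, 1 gene became 391 with DESeq2. Of the 11 gene lists past camera in each comparison, 0 and 0 passed with an estimated correlation and 2 and 0 with fry. On counts simulated at the depth and spread of these libraries, 0 of 100 genes changed 2-fold were recovered, with few of all genes changed.

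With the replicate number as a block (replicate block), 306 genes changed with chitosan, 271 of them among the 370, and 0 genes changed between chitosan and minus N, where 1 had passed. The numbers do not pair the libraries: the deviations of same-numbered libraries correlated above 0.1 in 4 of 9 pairs, from -0.45 to 0.42. The block changed no other count of calls by over 1.5 times.

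Some log2 fold changes that did not pass the test turned their direction, and the cause was not tested. With library totals they were TCP7 -0.12, TCP9 -0.20, TCP19 -0.27, LOC21395244 -0.22, LOC21401410 -0.25, LOC21402222 -0.22, LOC21389678 -0.017, LOC112092187 -0.20, LOC21395794 -0.010, LOC112091386 -0.11, LOC21406767 -0.046. With limma-voom they were HAT3 0.20, TCP9 -0.0077, TCP20 0.031, LOC21396696 0.011, LOC21401410 -0.0049, LOC21387973 0.18, LOC21385259 0.28, LOC21396746 0.18. With limma on TPM they were TCP7 -0.12, TCP9 -0.19, LOC21395244 -0.0058, LOC21401410 -0.25, LOC21402222 -0.21, LOC21389678 -0.022, LOC112092187 -0.19, LOC21406767 -0.11. With 9 libraries in one fit they were TCP19 -0.025, LOC21401410 -0.039, LOC21402222 -0.015, and with the replicate block HAT3 0.11, LOC21387973 0.13. Of 123 genes named, 56 passed the test, and 0 of these 56 turned direction in any setting. Of the 56, calls ended for 56 with 9 libraries in one fit, 43 with single transcripts, 22 with library totals, 22 with limma on TPM, 12 with the replicate block, 8 with limma-voom, 2 with RLE scaling and 2 with filterByExpr. They ended for 56 without chitosan replicate 1, chitosan replicate 2 or FN replicate 3, for 24 without chitosan replicate 3, 31 without FN replicate 2 and 3 without FN replicate 1. DESeq2 called 12 further genes.

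Leaving out each library in turn, the genes changed with chitosan ranged from 0 (without chitosan replicate 1, chitosan replicate 2 or FN replicate 3) to 482 (without FN replicate 1), the *PAL* genes past the test from 0 to 1, the 8 factors that the paper calls lower from 0 to 0, the genes changed without nitrogen from 0 to 0, the genes changed between chitosan and minus N from 0 to 567 (without minus N replicate 2), the gene lists from 8 to 14 with chitosan and from 7 to 13 without nitrogen, and the genes of Figure 5 with a ratio of mean TPM above 1, which number 8, from 6 to 10. The log2 fold changes ranged as follows: ERF2 -0.91 to 0.15, BPC6 -0.38 to 0.20, HAT3 -1.11 to -0.091, NAC083 1.2005 to 1.65, TCP7 -0.11 to 0.32, TCP9 -0.31 to 0.20, TCP19 -0.62 to 0.71, TCP20 -0.16 to 0.17, LOC21384641 -1.39 to 0.33, PR1 -0.32 to 2.56, LOC21396696 -0.31 to 0.20, LOC21395244 -0.19 to 0.73, LOC21401410 -0.20 to 0.29, LOC21402222 -0.047 to 0.12, LOC21389678 -0.017 to 0.44, LOC21387973 -0.38 to 0.29, LOC112092187 -0.0061 to 0.099, LOC21395794 -0.0063 to 0.64, LOC112091386 -0.24 to 0.93, LOC21406767 -0.18 to 0.28, LOC21385259 -0.77 to 0.92, LOC21392862 -1.83 to 0.18, LOC112090489 -0.44 to 0.15, LOC21396746 -0.98 to 0.15.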

Differences from the paper's values

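The paper gives log2 ratios of mean TPM for 20 genes in Table S3, and on that measure 19 of the 20 values computed here lie within 0.1 of the paper's. The largest difference, 0.152, is that of LOC21409963 (2.19 here, 2.34 in the paper), within the paper's stated error of 1.05. The edgeR log2 fold change, on another scaling, differs for 8 genes, counted where its sign is not that of the paper's value or where it lies farther from it than the larger of the paper's error and the edgeR standard error. Below, an alternative is named as within the paper's value where neither holds. For *TCP7*, *TCP9* and *TCP19* only the sign differs. For *RAV2* the paper's value is -0.55 and the edgeR value -0.29. Library totals, limma on TPM, 9 libraries in one fit and leaving out chitosan replicate 1, chitosan replicate 3 or FN replicate 1 fall within the paper's, and the other alternatives set before the data were examined do not. For *CDC5* the paper's value is -0.42 against -0.17, within it with library totals, limma on TPM, 9 libraries in one fit and without chitosan replicate 1, chitosan replicate 3 or FN replicate 2, and not otherwise. For *TCP7* it is -0.11 against 0.16, within it with library totals, limma on TPM and without chitosan replicate 1 only. For *TCP9* it is -0.18 against 0.087, within it with library totals, limma-voom, limma on TPM and without chitosan replicate 2 only. For *TCP19* it is -0.20 against 0.070, within it with library totals, 9 libraries in one fit and without chitosan replicate 2 or FN replicate 1 only. For *TCP20* it is -0.29 against -0.029, within it with RLE scaling, library totals, DESeq2, limma on TPM, 9 libraries in one fit, transcripts and without chitosan replicate 2, chitosan replicate 3, FN replicate 2 or FN replicate 3, and not otherwise. For LOC21407112 it is 0.58 against 0.84, within it with library totals, limma on TPM, 9 libraries in one fit and without chitosan replicate 1, chitosan replicate 3, FN replicate 2 or FN replicate 3, and not otherwise. For *actin* it is 0.034 against 0.31, within it with library totals, limma on TPM, 9 libraries in one fit and without chitosan replicate 1 or chitosan replicate 2, and not otherwise. The errors in Table S3 headed as SD equal 0.577 times the SD of the 3 TPM values in the chitosan column.

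The paper states a rise of 4 times for *NAC083* and the *PAL* genes. As a ratio of mean TPM the rise was 2.33 for *NAC083*, 1.86 for LOC21407114, 1.79 for LOC21407115, 1.66 for LOC21407113, 1.49 for LOC21407112 and 0.556 for LOC21384641, and none of the alternatives brought these within 1.5 times of the paper's. From edgeR the fold changes of the 5 *PAL* genes in this order were 2.21, 2.12, 1.97, 1.79 and 0.665, again with none of the alternatives within. The edgeR fold change of *NAC083*, 2.82 (2.29 to 3.15 over the alternatives), lies within 1.5 times of the paper's. So do the values of LOC21409963, 4.56 as a ratio of mean TPM and 4.94 from edgeR, which ran from 1.59 to 10.99 and from 1.59 to 11.4 over the alternatives, the highest without FN replicate 2.

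The paper calls *PAL* genes and *NAC083* significantly higher and names no test, while the processing notes of the submitters name DESeq2. With edgeR 0 of 6 *PAL* genes passed (4 at an unadjusted p under 0.05) and *NAC083* had an adjusted p of 0.0875, all higher but LOC21384641. DESeq2 called *NAC083* and 4 *PAL* genes, and LOC21407113 also passed with edgeR without FN replicate 1. The paper calls 8 transcription factors significantly lower. All 8 were below 0 on the log2 scale, and 0 passed with edgeR, DESeq2, limma-voom or limma on TPM (0 at an unadjusted p under 0.05 with edgeR). The paper states that the remaining candidates of Figure 3a were not detected, whereas 6 of these 30 have a gene with enough counts to be tested. The genes that Table S3 enters as *ERF2* and *ERF5* are described in the deposited table as MTERF2 and MTERF5, and that entered as *RAV2* as RAV1.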

Other observations

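The tests named here were set before the results were seen. Among groups that the paper does not discuss, 4 of 58 genes in the list of suberin, Casparian strip and feruloyl enzymes rose with chitosan and none fell (6 and 0 when adjusted over the list alone). 3 of the 4 are *feruloyl CoA ortho-hydroxylase* genes, whose enzymes lead to scopoletin: LOC21412376 at 881 ± 191 CPM (SD, n = 3) against 152 ± 30.9 CPM, LOC112091846 at 756 ± 143 against 123 ± 21.8 CPM and LOC112095114 at 112 ± 31.5 against 17.9 ± 1.85 CPM, with log2 fold changes of 2.53, 2.61 and 2.64. Another gene of this description, LOC112091386, had the most counts of the list, at 9116 ± 1164 against 8403 ± 6357 CPM (log2 fold change 0.12, adjusted p = 0.979 from edgeR, -0.11 with library totals, -0.24 without FN replicate 2 and -0.081 without FN replicate 3). Of 47 iron and metal genes 2 rose (2 higher and 1 lower when adjusted over the list alone), *ferric reduction oxidase 4* (LOC21397392) and *zinc transporter 2* (LOC21407988), with log2 fold changes of 4.02 and 2.10. The *PHO1 homolog 3* gene (LOC21398777), a phosphate exporter, rose from 80.1 ± 28.3 to 370.2 ± 88.3 CPM, while camera put the list of 40 phosphate starvation genes downward (31 of 40 below 0, 1 higher and 0 lower past the test over all genes, median log2 fold change -0.40, 2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.00989, adjusted p = 0.446 with an estimated correlation, 0.104 without FN replicate 1). *NIP5-1* (LOC21405628) rose among 27 aquaporins and an *XTH16* gene (LOC112094795) among 41 wall loosening genes (1 and 2 higher when adjusted over the list alone). Each of these single calls was lost with edgeR without chitosan replicate 1, chitosan replicate 2 or FN replicate 3, when 0 genes passed. Without chitosan replicate 3 those of LOC21407988, LOC21398777, LOC21405628 and LOC112094795 ended too (adjusted p = 0.156, 0.0632, 0.0798 and 0.0510), without FN replicate 2 those of LOC21397392, LOC21407988 and LOC21405628 (0.102, 0.119 and 0.108), and without FN replicate 1 that of LOC21407988 (0.05004). Of the 4 calls in the suberin list, 1 ended without FN replicate 2.

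Lower with chitosan were *high affinity nitrate transporter 2.4* (LOC21403483), from 58.1 ± 23.5 to 17.8 ± 1.87 CPM, the only one of 28 nitrogen genes to pass (2 lower when adjusted over the list alone), *CYP93A3* (LOC21410681), from 53.9 ± 18.1 to 10.1 ± 2.18 CPM, and *CYP82C4* (LOC21404129), with 0 counts in the chitosan libraries and 7.93, 19.3 and 2.35 CPM in FN replicates 1 to 3. Camera put photosynthesis markers downward (28 of 37 below 0, 1 lower past the test, also when adjusted over the list alone, median log2 fold change -0.54, camera adjusted p = 0.00835, adjusted p = 0.446 with an estimated correlation, 0.104 without FN replicate 1 and 0.0792 without FN replicate 2). Cell division genes had a median log2 fold change of -0.44, with 0 of 62 past the test, also when adjusted over the list alone (camera adjusted p = 0.0118, adjusted p = 0.796 with an estimated correlation, 0.103 without chitosan replicate 1, 0.32 without FN replicate 2 and 0.226 without FN replicate 3). Of 128 heat shock and chaperone genes 3 rose and 1 fell, the latter *dnaJ 20* (LOC21399652), also when adjusted over the list alone. None of 162 ribosomal protein, 17 phloem, 27 xylem, 31 glutathione S-transferase or 15 hypoxia genes passed (1 hypoxia gene higher when adjusted over the list alone). Of these lists, 40 of 162, 15 of 17, 22 of 27, 10 of 31 and 10 of 15 genes lay above 0, with median log2 fold changes of -0.12, 0.64, 0.36, -0.064 and 0.24 and camera adjusted p = 0.767, 0.0525, 0.527, 0.301 and 0.115. Camera called ribosomal proteins down without FN replicate 1 (5.2e-11) and up without FN replicate 2 (0.0285), phloem genes up without chitosan replicate 2 (0.000289) and FN replicate 3 (0.0373), and xylem genes up without chitosan replicate 2 (0.0405). The photosynthesis gene that passed is LOC21386410, and LOC21388516 and LOC21401054 are among the heat shock genes that rose. The calls of single genes in this paragraph ended with edgeR without chitosan replicate 1, chitosan replicate 2 or FN replicate 3 (0 genes), for LOC21403483, LOC21410681, LOC21404129, LOC21386410, LOC21388516 and LOC21401054 also without chitosan replicate 3 (adjusted p = 0.121, 0.0503, 0.0938, 0.0584, 0.0632 and 0.0779), and for LOC21403483, LOC21404129, LOC21386410, LOC21388516 and LOC21401054 without FN replicate 2 (0.0695, 0.0834, 0.105, 0.0683 and 0.0837). In each of these 2 fits 3 of the 4 heat shock calls ended.

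Without nitrogen against FN no list had a gene past edgeR (1945 of all genes at an unadjusted p under 0.05). Camera put xylem secondary wall genes upward (median log2 fold change 1.196, 6 of 27 higher when adjusted over the list alone, adjusted p = 1.47e-05, adjusted p = 0.954 with an estimated correlation) and phloem genes upward (median 1.36, 3 of 17, adjusted p = 0.00124, adjusted p = 0.737 with an estimated correlation). Camera put the list of phosphate starvation genes downward (29 of 41 below 0, 10 lower when adjusted over the list alone, adjusted p = 1.47e-05, adjusted p = 0.38 with an estimated correlation), and likewise the lists of 26 ethylene synthesis genes (18 of 26 below 0, 1 lower when adjusted over the list alone, median -0.59, adjusted p = 0.00713, adjusted p = 0.737 with an estimated correlation) and of 32 glutathione S-transferases (25 of 32 below 0, 0 when adjusted over the list alone, median -0.34, adjusted p = 0.00443, adjusted p = 0.737 with an estimated correlation). The asparagine synthetase gene (LOC21390992) was at 466 ± 251 CPM (SD, n = 3) against 1645 ± 874 CPM (adjusted p = 0.375 from edgeR), lower in 3 of 3 libraries.

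Camera also put ribosomal proteins upward without nitrogen (adjusted p = 0.00713, 0.153 without minus N replicate 1 and 0.734 without minus N replicate 3, and downward with 0.0346 without FN replicate 1) and these lists downward: Dof factors (0.00406, 0.0748 without FN replicate 1 and 0.0806 without minus N replicate 3), iron and metal genes (0.0102, 0.13 without minus N replicate 3, 4 of 48 lower when adjusted over the list alone), heat shock genes (0.02, 0.587 without FN replicate 1 and 0.2 without minus N replicate 3, 1 higher and 1 lower when adjusted over the list alone), disease resistance receptors (0.0108, 0.569 without FN replicate 1 and 0.522 without minus N replicate 3) and photosynthesis markers (0.0368, 0.164 and 0.316 without FN replicates 1 and 2, 0.532 and 0.128 without minus N replicates 2 and 3). For each of these 6 lists the adjusted p = 0.954 with an estimated correlation.

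Between chitosan and minus N, 1 gene passed edgeR, *sulfate transporter 1.2* (LOC21395253), a root uptake transporter, at 85.4 ± 11.1 CPM (SD, n = 3) against 1.69 ± 0.833 CPM (log2 fold change 5.67, standard error 0.44, adjusted p = 0.0406), with 2005 genes at an unadjusted p under 0.05. The highest of the other splits gave 0 genes, so 1 of 10 splits reached this value, too few splits for a share under 0.05. Without chitosan replicate 1, 2 or 3 or minus N replicate 1, 0 genes passed, and without minus N replicate 2, 567 did.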
